# Ligature-induced periodontitis in mice potentially accelerates CD4^+^ T-cell senescence and exacerbates rheumatoid arthritis

**DOI:** 10.3389/fimmu.2026.1806138

**Published:** 2026-05-26

**Authors:** Jinfeng Li, Terukazu Sanui, Miyu Shida, Karen Yotsumoto, Mwannes Ahmad, Ziyu Wang, Meng Xiao, Chikako Hayashi, Takanori Shinjo, Takaharu Taketomi, Takao Fukuda, Fusanori Nishimura

**Keywords:** periodontitis, rheumatoid arthritis, senescence-associated secretory phenotype, senescent CD4+ T cells, thymic involution

## Abstract

**Introduction:**

Aging impairs immunity, sustains chronic inflammation, and enhances autoimmunity–a process termed “immunosenescence” that contributes to the pathogenesis of type 2 diabetes and rheumatoid arthritis (RA). Post-pubertal thymic involution depletes naïve T-cell pool, promoting the emergence of senescent CD4^+^ T cells. To maintain T-cell homeostasis, these cells undergo extensive homeostatic proliferation, eventually reaching their replicative limit. Characterized by PD-1 and CD153 expression, these senescent cells exhibit diminished proliferative capacity and an enhanced senescence-associated secretory phenotype (SASP). While chronic periodontitis, which typically affects middle-aged individuals, is known to influence systemic conditions like RA (periodontal medicine), the underlying mechanisms remain elusive. This study investigates whether periodontitis accelerates CD4^+^ T-cell senescence and its subsequent impact on systemic disease.

**Methods:**

BALB/c mice (5–42 weeks old) underwent silk ligation of the maxillary second molars to induce experimental periodontitis (LIP). Splenic CD4^+^ T cells were isolated and stimulated with IL-2, and anti-TCRβ/CD28 antibodies for 1–3 days to promote T-cell activation and expansion.

**Results:**

Although the frequency of PD-1^+^CD153^+^ cells did not differ significantly between the LIP and control groups *in vivo*, the LIP group showed significantly higher proportion of these double-positive cells following *in vitro* stimulation, peaking at 18 weeks. The LIP group further exhibited elevated SASP cytokine levels, an increased prevalence of senescence-associated β-galactosidase (SA β-gal)-positive cells and a reduced proportion of cells in the S phase, indicating accelerated senescence. RNA-seq analysis revealed numerous differentially expressed genes (DEGs) related to senescence in unstimulated helper T cells from the LIP group. Finally, adoptive transfer of CD4^+^ T cells from the LIP group into nude mice exacerbated collagen antibody-induced arthritis (CAIA).

**Conclusions:**

These findings suggest that severe periodontal inflammation induces a “senescence-primed” status in the helper T cells. These senescent cells may enter systemic circulation and exacerbate RA, highlighting a novel cellular mechanism linking periodontitis to systemic disease.

## 1 Introduction

As medical advances have led to an increasingly super-aged society, concerns arise that the number of diseases driven by the aging of the immune system will increase, and measures to address this are an urgent issue. Generally, immune function gradually declines with age, while chronic inflammation and autoimmune responses increase, leading to an increase in age-related diseases such as metabolic and autoimmune diseases and cancer (1). The decline in immune function due to aging is called “immunosenescence” and has three main characteristics (2). First, a “decline in the adaptive immune response” weakens the resistance to new pathogens. Second, an “increase in proinflammatory traits” makes chronic inflammation more likely to occur. Third, there is an “increased risk of autoimmune diseases” due to an increase in self-reactive cells (3, 4). One of the main causes of the decline in acquired immunity is the rapid shrinkage and decline in function of the thymus gland, which produces T cells that act as immune command centers after puberty. Once adaptive immunity is established, the production of naïve T cells declines owing to thymic involution, and senescent T cells maintain their absolute numbers through “homeostatic proliferation,” which involves proliferating to the limit to compensate for this decline (5, 6). Among T-cell immunosenescence, memory-type helper T cells, termed senescent CD4^+^ T cells (7–9), are characterized by the expression of PD-1, a negative co-stimulatory receptor for T cell receptor (TCR) signaling (10), and CD153, a TNF superfamily protein (11). Senescent CD4^+^ T cells have reduced proliferation after antigen stimulation and shorter telomeres, but exhibit a senescence-associated secretory phenotype (SASP), characterized by the production of large amounts of proinflammatory cytokines (e.g., osteopontin and IL-6) and increased cell-killing capacity (12, 13). In addition, senescent CD4^+^ T cells rapidly increase in number, even in young mice, after thymectomy or T-cell transfer following irradiation (5, 14). Therefore, it is highly likely that this effect was induced by excessive homeostatic proliferation.

Periodontitis is a chronic inflammation in response to bacterial attack that leads to irreversible resorption of the alveolar bone supporting the teeth and ultimately to tooth loss. Chronic periodontitis typically develops around 40 years and is an age-dependent disease rarely observed in individuals under 30 years of age (15, 16). It has been a long time since the concept of “periodontal medicine” first came to the forefront, in which periodontal disease-causing bacteria and their resulting inflammatory products affect organs throughout the body through the bloodstream. For example, numerous reports have shown that periodontal disease affects systemic diseases such as diabetes and rheumatoid arthritis (17–20). Most of these systemic diseases related to periodontal medicine overlap with diseases believed to be caused by T-cell immunosenescence, and the age of onset is roughly the same (21). Recently, a cross-sectional study in the United States found that leukocyte telomere length in patients with periodontitis was significantly shorter than that in age-matched patients without periodontitis. Masi et al. also reported that shortened telomere length was associated with the diagnosis of periodontitis and that telomere length correlated with oxidative stress and the severity of periodontitis (22). These findings suggest a potential association between periodontitis and immunosenescence. However, the cellular mechanisms underlying this association, particularly at the induction of CD4^+^ T-cell senescence, remain to be fully elucidated.

Based on these findings, we hypothesized that chronic periodontitis may initiate and affect senescent CD4^+^ T cells, thereby contributing to systemic disease. In this study, we focused on the immunosenescence of CD4^+^ T cells, which are the command centers of the immune response, and used ligature-induced experimental periodontitis as an experimental model to elucidate the molecular mechanism by which chronic periodontitis exacerbates rheumatoid arthritis, a systemic disease related to periodontal medicine.

## 2 Materials and methods

### 2.1 Animals

Male BALB/c mice (5, 10, 18, 26, 34, and 42-week-old), C57BL/6J (5, 10, 18-week-old) and BALB/c *nu/nu* nude mice (7 weeks old) were purchased from Japan SLC, Inc. (Hamamatsu, Japan). Only male mice were used to minimize sex-dependent immune response effects. BALB/c mice were housed under specific pathogen–free (SPF) conditions with a 12-h light/dark cycle. BALB/c *nu/nu* nude mice were maintained in vinyl isolators under sterile conditions. Mice were provided with standard laboratory chow and water *ad libitum*, undergoing a minimum of seven days of acclimatization prior to the commencement of the study. All animal procedures were approved by the Animal Care and Use Committee of Kyushu University (Permit Number: A25-025-0) and followed institutional and national guidelines.

### 2.2 Ligature-induced periodontitis

Ligature-induced periodontitis was established as previously described (23). Briefly, BALB/c (5–42 weeks) and C57BL/6J mice (5–18 weeks) were anesthetized, and 6–0 silk thread (Akiyama Medical MFG, Tokyo, Japan) was placed bilaterally around the second maxillary molars. Control mice were anesthetized but did not receive ligatures. Fourteen days after ligature placement, mice were euthanized by cervical dislocation while under deep anesthesia induced by an intraperitoneal injection of a tri-drug mixture (0.3 mg/kg medetomidine, 4.0 mg/kg midazolam, and 5.0 mg/kg butorphanol). The depth of anesthesia was confirmed by the loss of the pedal withdrawal reflex prior to euthanasia. Death was confirmed by the cessation of heartbeat and respiration. The maxillae were harvested and fixed in 4% paraformaldehyde for subsequent alveolar bone resorption analysis via micro-computed tomography (micro-CT).

### 2.3 Preparation and culture of splenocytes and CD4^+^ T cell isolation

Spleens were harvested aseptically from mice and mechanically dissociated in RPMI-1640 medium (Nacalai Tesque, Kyoto, Japan) supplemented with 10% heat-inactivated fetal bovine serum (FBS), penicillin, and streptomycin. Red blood cells were lysed using RBC Lysis Buffer (BioLegend, #420302; San Diego, CA, USA). Bulk splenocytes obtained after red blood cell lysis were used either directly or subjected to further purification, depending on the experimental design. Bulk splenocytes were used only for experiments shown in **Figures 1**, **2**, **3A, B**. For experiments requiring purified CD4^+^ T cells, bulk splenocytes were subjected to negative selection using the MojoSort™ Mouse CD4 T Cell Isolation Kit (BioLegend, #480006) according to the manufacturer’s instructions. The purity of isolated CD4^+^ T cells was 95%–98%, as confirmed by flow cytometry.

**Figure 1:**
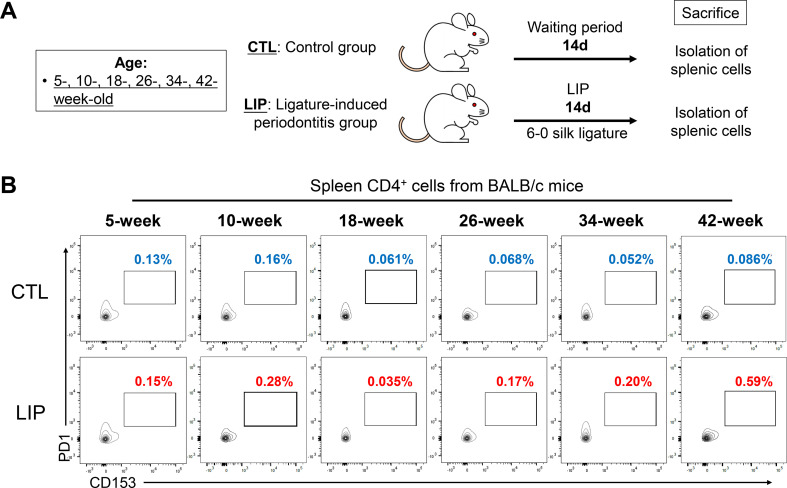
PD-1^+^CD153^+^CD4^+^ T cells were rarely present in the spleen of BALB/c mice of any age. **(A)** Schematic of the experimental design. **(B)** Representative plots display the percentages of PD-1^+^ and CD153^+^ cells in the spleen of the LIP and CTL groups. All plots were gated on live CD4^+^ T cells. Similar results were obtained in five independent experiments.

**Figure 2:**
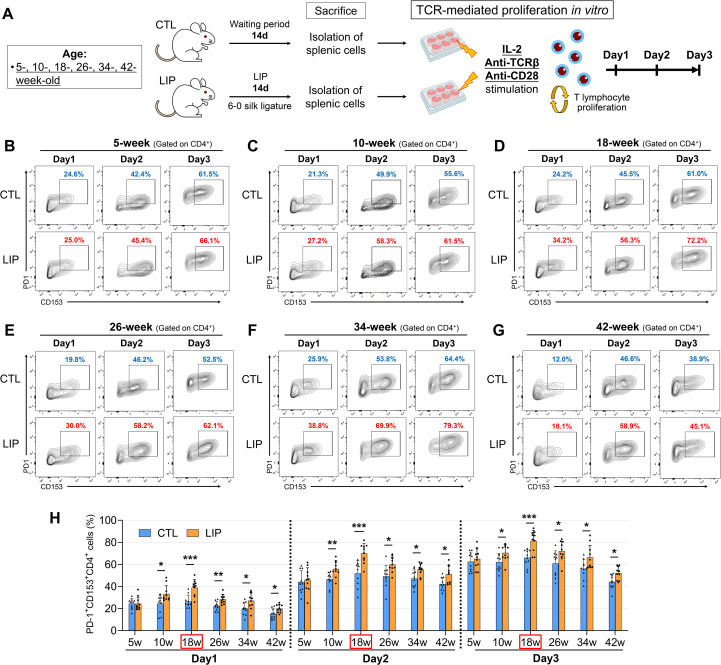
LIP enhances immunosenescence of CD4^+^ T cells by inducing TCR-mediated proliferation *in vitro*. **(A)** Schematic of the experimental design. **(B–G)** Representative plots display the percentages of PD-1^+^ and CD153^+^ cells in the spleen of the LIP and CTL groups at 5 weeks **(B)**, 10 weeks **(C)**, 18 weeks **(D)**, 26 weeks **(E)**, 34 weeks **(F)**, 42 weeks **(G)** of age on days 1, 2, and 3 of *in vitro* culture with IL-2, anti-TCRβ antibody, and anti-CD28 antibody. All plots were gated on live CD4^+^ T cells. **(H)** Quantification of the percentages of PD-1^+^CD153^+^CD4^+^ splenocytes corresponding to the two groups at each age on days 1, 2, and 3 of *in vitro* culture. The significance of differences between groups was determined using a two-tailed unpaired Student’s t-test; *p < 0.05; **p < 0.01; ***p < 0.001. Data represent mean ± SD. Similar results were obtained in ten independent experiments.

**Figure 3:**
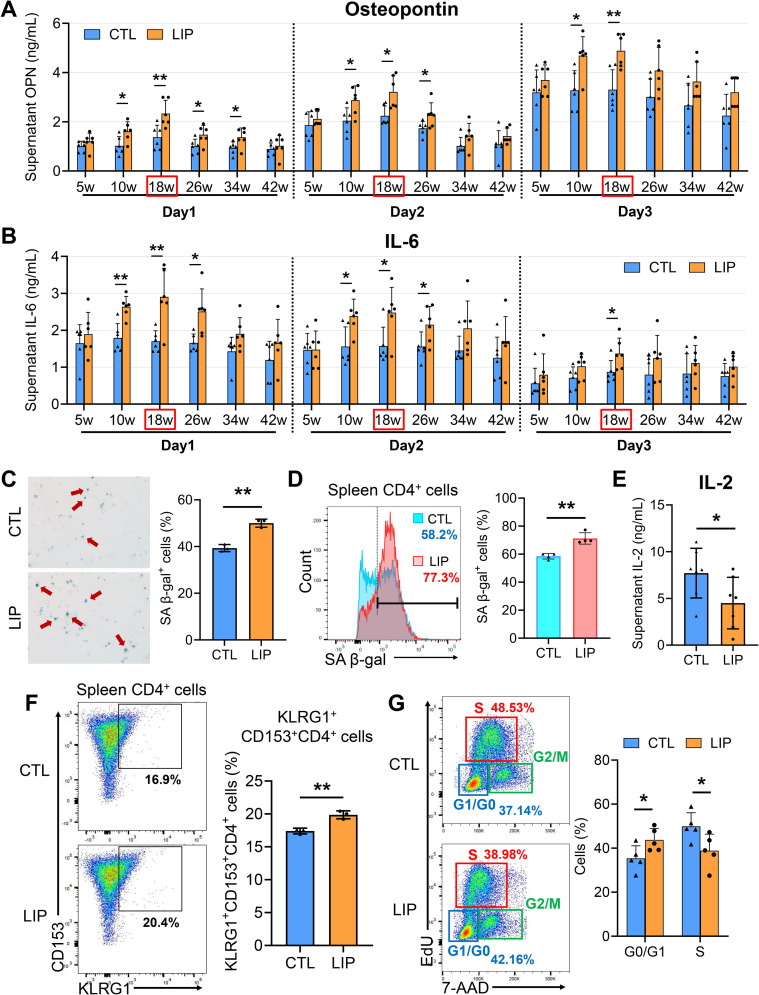
Splenic CD4^+^ T cells in periodontitis-induced mice exhibit immunosenescence characteristics through TCR stimulation. Osteopontin **(A)** and IL-6 **(B)** production by splenic CD4^+^ T cells stimulated with IL-2, anti-TCRβ antibody, and anti-CD28 antibody from 18-week-old mice in the LIP and CTL groups was analyzed in the supernatants on days 1, 2, and 3 (*n* = 6). **(C)** Representative images of senescence-associated β-galactosidase (SA β-gal) staining of the splenic CD4^+^ T cells from 18-week-old mice in the LIP and CTL groups cultured under IL-2, anti-TCRβ antibody, and anti-CD28 antibody for 7 days. Quantification of SA β-gal staining corresponding to the two groups (*n* = 3). Scale bars: 50μm. **(D)** Representative histograms and bar graphs display the percentages of SA β-gal^+^ CD4^+^ cells in the spleen from 18-week-old mice in the LIP and CTL groups on day 2 of *in vitro* culture (*n* = 4). **(E)** Purified splenic CD4^+^ T cells from 18-week-old mice in the LIP and CTL groups were stimulated with *in vitro* for two days. Culture supernatants were collected and analyzed for IL-2 production (*n* = 7). **(F)** Representative blots and bar graphs display the percentage of KLRG1^+^CD153^+^CD4^+^ cells in spleen from 18-week-old mice in the LIP and CTL groups on day 2 of *in vitro* culture (*n* = 3). **(G)** Representative plots and bar graphs of cell cycle analysis display the percentages of G0/G1- and S-phase cells in the spleen from 18-week-old mice in the LIP and CTL groups on day 2 of *in vitro* culture (*n* = 5). The significance of differences between groups was determined using a two-tailed unpaired Student’s t-test; *p < 0.05; **p < 0.01. Data represent mean ± SD.

### 2.4 T cell activation and culture conditions

Six-well plates were precoated overnight at 4 °C with anti-TCRβ antibody (3 µg/mL; BioLegend, #109202) and anti-CD28 antibody (1 µg/mL; BioLegend, #102102) diluted in PBS. Both bulk splenocytes and purified CD4^+^ T cells were stimulated and cultured under identical conditions. Cells were seeded at a density of 1 × 10^6^ cells per well in the precoated plates and cultured in RPMI-1640 medium supplemented with 10% FBS and recombinant mouse IL-2 (2.5 ng/mL; BioLegend, #575406). Cultures were maintained at 37 °C in a humidified incubator with 5% CO_2_ for up to 3 days, with daily medium replacement. For time-course experiments using bulk splenocytes, cells and culture supernatants were collected at the indicated time points (Day 0, Day 1, Day 2, and Day 3) for downstream analyses, including ELISA (**Figures 1**, **2**, **3A, B**). All other experiments were performed using purified CD4^+^ T cells unless otherwise indicated.

Purified CD4^+^ T cells collected immediately after isolation were defined as Day 0, whereas cells collected after two days of stimulation and culture were defined as Day 2.

### 2.5 Flow cytometry

Cells were blocked with Fc Block (BioLegend, #156604) and stained with fluorochrome-conjugated antibodies against CD4-FITC (BioLegend, #103006), PD-1-APC (BioLegend, #135209), CD153-PE (BioLegend, #106405), and killer cell lectin-like receptor G1 (KLRG1)-PerCP (BioLegend, #138417). Fluorescence-minus-one (FMO) and unstained controls were used. Samples were analyzed on a BD FACS Lyric cytometer (BD Biosciences, San Diego, CA, USA) and data processed using FlowJo software 10.10.0 (BD Biosciences).

### 2.6 Micro-computed tomography analysis

Micro-CT scanning of maxillae and the fore limbs was performed using a ScanXmate system (Comscan, Kanagawa, Japan) operated at 50 kV and 160 µA with a voxel size of 11.468 µm. Three-dimensional reconstructions were generated using TRI/3D-BON software (Ratoc System Engineering, Tokyo, Japan). Alveolar bone loss was evaluated by measuring the distance from the cementoenamel junction (CEJ) to the alveolar bone crest (ABC) at five standardized buccal sites per sample. Measurements were performed on reconstructed images using ImageJ software (version 1.53i; National Institutes of Health). The cumulative CEJ–ABC distance was calculated for each specimen. Root surface area was quantified on the same reconstructed images using ImageJ.

### 2.7 Enzyme-linked immunosorbent assay

Osteopontin ([KE10046]; Proteintech, Rosemont, IL, USA), IL-6 (BioLegend, #431301), IL-2 (BioLegend, #431001), and IL-1β (BioLegend, #432604) concentrations in culture supernatants were measured by ELISA per manufacturers’ instructions.

### 2.8 Cell proliferation and senescence assays

EdU incorporation was detected using the Click-iT™ EdU Alexa Fluor™ 488 Flow Cytometry Assay Kit ([C10632]; Thermo Fisher Scientific, Waltham, MA, USA). Senescence-associated β-galactosidase (SA β-gal) activity was evaluated using two complementary approaches. For histochemical detection, SA β-gal activity was assessed using the Senescence β-Galactosidase Staining Kit ([9860S]; Cell Signaling Technology, Danvers, MA, USA) following the manufacturer’s protocol, in which senescent cells were identified by blue staining. Stained images were visualized using a BZ-X800 fluorescence microscope (Keyence, Tokyo, Japan) and analyzed with BZ-X Analyzer software (Keyence). For flow cytometric analysis, intracellular SA β-gal activity was detected using the SPiDER-βGal Cellular Senescence Detection Kit ([SG03]; Dojindo Laboratories, Kumamoto, Japan) according to the manufacturer’s instructions. Samples were analyzed on a BD FACS Lyric cytometer (BD Biosciences), and data were processed using FlowJo software version 10.10.0 (BD Biosciences).

### 2.9 RNA sequencing

Total RNA was extracted from purified CD4^+^ T cells. RNA concentration and integrity were assessed using an Agilent TapeStation system (Software v4.1). Samples with RIN values of 8.3–9.8 were used for library preparation. Sequencing libraries were generated using the MGIEasy RNA Directional Library Prep Set following the manufacturer’s instructions. The libraries were sequenced on the DNBSEQ-G400 platform to generate 150-bp paired-end reads.

### 2.10 Data analysis

Initial quality assessment of raw sequencing data was performed using FastQC (v0.11.9). Low-quality bases and adapter sequences were trimmed using Trimmomatic (v0.36). Cleaned reads were mapped to the reference genome (GRCm39) using HISAT2 (v2.1.0). Gene expression levels were quantified using RSEM (v1.3.0) with Bowtie2. Differential expression analysis was conducted using edgeR, with a significance threshold of *p* < 0.05 to identify DEGs. Adjusted p-values were used in hierarchical clustering heatmap. Gene sets were categorized based on Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Enrichment analysis was performed using the enrichplot package (v1.16.1) and visualized using ggplot2 (v3.3.6). A protein-protein interaction (PPI) network was constructed using the STRING database (v12.0) and visualized with Cytoscape(v3.10.4).

### 2.11 Quantitative reverse transcription polymerase chain reaction

Total RNA was extracted from CD4^+^ T cells on day 0 and day 2 using Isogen II RNA purification reagent (311-07361; Nippon Gene, Tokyo, Japan). RNA quantity and purity were assessed using a NanoPhotometer N50 Touch (Implen GmbH, Munich, Germany). First-strand cDNA was synthesized using PrimeScript™ RT Master Mix (RR036A; Takara Bio, Kusatsu, Shiga, Japan). qRT-PCR was performed using Luna Universal qPCR Master Mix (M3003; New England BioLabs, Ipswich, MA, USA) on a StepOne Plus™ Real-Time PCR System (Applied Biosystems, Carlsbad, CA, USA). The amplification protocol consisted of an initial denaturation at 95 °C for 3 min, followed by 40 cycles of 95 °C for 3 s and 60 °C for 30 s. Gene expression levels were analyzed using the ΔΔCT method, with 18S rRNA serving as the internal control. Primer sequences used in this study are listed in **Supplementary Table 1**.

### 2.12 Adoptive cell transfer

CD4^+^ T cells from 18-week-old BALB/c mice were activated and cultured under the anti-TCRβ/CD28 stimulation and IL-2-supplemented conditions described above. Activated CD4^+^ T cells (1.2–1.5 × 10^6^ cells per injection) were retro-orbitally injected into BALB/c *nu/nu* mice under light anesthesia every 3 days for a total of four injections. Recipient mice were then maintained for an additional 7 days for *in vivo* expansion and persistence of the transferred cells prior to the induction of arthritis.

### 2.13 Collagen antibody-induced arthritis model

CAIA model was induced in BALB/c *nu/nu* mice seven days after the completion of adoptive T-cell transfer (as described in Section 2.12). The induction was performed using a commercial kit containing an anti-type II collagen antibody cocktail and lipopolysaccharide (LPS) ([53040]; Chondrex, Inc., Woodinville, WA, USA). Briefly, recipient mice received a single intraperitoneal (*i.p.*) injection of 5 mg anti-type II collagen antibody cocktail on day 0, followed by an *i.p*. injection of 50 μg LPS on day 3. Joint swelling (joint swell degree) was assessed daily by counting swollen ankles and toe joints (maximum score = 22). Arthritis severity (arthritis index) was scored on a scale of 0–4 according to the manufacturer’s guidelines.

### 2.14 Histological analysis

After micro-CT imaging, fore limbs were decalcified in 10% EDTA, paraffin-embedded, sectioned at 5 µm, and stained with hematoxylin and eosin (H&E) for bone assessment. Stained images were visualized using a BZ-X800 fluorescence microscope (Keyence). Images were analyzed with BZ-X Analyzer software (Keyence). For immunofluorescence staining, non-specific staining was blocked with G-Block ([GB-01]; Genostaff, Tokyo, Japan) for 30 min at room temperature. The sections were then incubated overnight at 4 °C in the dark with the following primary antibodies: anti-CD4 antibody ([GK1.5]; Thermo Fisher Scientific), anti-CD153 antibody ([C10540]; Assay Biotechnology Company, Inc., San Jose, CA, USA). After washing, the slides were incubated with appropriate secondary antibodies. Nuclei were counterstained and mounted using SlowFade™ Diamond Antifade Mountant with DAPI (Thermo Fischer Scientific). Images were acquired using a confocal laser scanning microscope (LSM700, Carl Zeiss, Oberkochen, Germany) and ZEN 2012 software (Carl Zeiss). The number of CD153^+^CD4^+^ double-positive cells per field was quantified using ImageJ software (National Institute of Health, Bethesda, MD, USA).

### 2.15 Statistical analysis

All data are expressed as mean ± SD. Differences between the two groups were analyzed using Student’s t-test. Statistical significance was set at *p* value < 0.05. All statistical analyses were performed using GraphPad Prism version 10.4.2. (GraphPad Software Inc., La Jolla, CA, USA).

## 3 Results

### 3.1 PD-1^+^CD153^+^CD4^+^ T cells were rarely present in the spleen of BALB/c mice of any age

To investigate whether the proportion of senescent CD4^+^ cells correlated with mouse age and whether there were differences in the number of senescent CD4^+^ cells between the periodontitis model and control groups, we analyzed the presence of PD-1^+^CD153^+^CD4^+^ cells using flow cytometry. To induce experimental periodontitis, BALB/c mice at 5, 10, 18, 26, 34, and 42 weeks of age were placed with a 6–0 silk ligature around the maxillary second molar (LIP group) or not (CTL group). After 14 days, the mice from both groups were sacrificed, their spleens were removed, and splenocytes were isolated (**Figure 1A**). The results showed that CD4^+^ T cells coexpressing PD-1 and CD153 from BALB/c mice were rarely detected in either group (**Figure 1B**) across the six age groups. In contrast, while PD-1^+^CD153^+^CD4^+^ cells were virtually absent in the spleens of C57BL/6J mice aged 5 to 18 weeks, the proportion of PD-1^+^CD153^−^CD4^+^ cells increased slightly in an age-dependent manner (**Supplementary Figure 1**). Previous studies have reported that splenic PD-1^+^CD153^+^CD4^+^ cells in C57BL/6J mice emerge after 50 weeks of age, suggesting that CD153 expression may become more prominent during the later stages following PD-1 induction (24–26); thus, the co-expression of PD-1 and CD153 is considered a reliable indicator of the senescent phenotype. The accumulation of PD-1^+^CD153^+^ cells may be attributed to the intrinsic Th1/Th2 immune bias determined by the genetic background. C57BL/6J mice are characterized by robust Th1-mediated cellular immune responses and active production of IFN-γ, which may trigger the upregulation of inhibitory molecules such as PD-1 as a feedback mechanism to modulate intense immune activation (27, 28). Furthermore, given that the deficiency of CD153 signaling in the C57BL/6J strain suppresses age-related changes and inflammatory dysfunction (26, 29), CD153^+^ cells may preferentially differentiate and accumulate under chronic antigen exposure or Th1-skewed inflammatory environments. Consequently, the increase in CD153 positivity in response to aging or stimuli may be particularly pronounced in this strain.

### 3.2 LIP enhances immunosenescence of CD4^+^ T cells by inducing TCR-mediated proliferation *in vitro*

Spleen cells isolated from mice in the LIP and CTL groups at each age were stimulated to proliferate with recombinant IL-2, anti-TCRβ, and anti-CD28 antibodies (30). PD-1 and CD153 double-positive cells were analyzed by flow cytometry on days 1, 2, and 3 of *in vitro* culture (**Figure 2A**). In 5-week-old mice, the proportion of double-positive cells gradually increased daily over the course of culture; however, no significant difference was observed between the two groups (**Figures 2B, H**). In 10-week-old mice, the proportion of double-positive cells further increased and was significantly higher in the LIP group than in the CTL group (**Figures 2C, H**). At 18 weeks of age, the proportion of PD-1^+^CD153^+^CD4^+^ cells in the LIP group peaked, and the most significant difference was observed on days 1–3 compared to that in the control group (**Figures 2D, H**, red box). At 26 weeks of age, the proportion of PD-1^+^CD153^+^CD4^+^ T cells began to decrease, but significant differences remained between the two groups (**Figures 2E, H**). A similar trend was observed in 34- and 42-week-old mice (**Figures 2F–H**). These findings suggest that CD4^+^ T cells that undergo ligature-induced periodontitis exhibit an increased propensity to acquire senescence-associated phenotypes upon TCR-mediated proliferative stimulation, with this effect peaking at 18 weeks of age.

### 3.3 Alveolar bone resorption due to experimental ligature-induced periodontitis peaks at 18 weeks of age

To investigate why TCR stimulation-mediated immunosenescence was most strongly induced in the LIP group of 18-week-old mice, we analyzed the alveolar bone resorption caused by periodontitis at each age using micro-CT. LIP-induced alveolar bone resorption, measured as the distance from the cemento-enamel junction (CEJ) to the alveolar bone crest (ABC) (**Figures 4A, B**) or root surface area (**Figures 4A, C**), was observed in mice at 5 weeks of age, peaked at 18 weeks of age, and plateaued thereafter. In contrast, no significant changes in alveolar bone resorption were observed in the CTL group from 5 to 18 weeks of age. However, spontaneous alveolar bone resorption occurred from 26 weeks of age onwards, despite the absence of ligation (**Figures 4A–C**). The most significant difference in bone resorption between the CTL and LIP groups occurred in 18-week-old mice (CEJ-ABC distance; 0.82 ± 0.14 mm versus 1.53 ± 0.21 mm, *p* = 5.59E^-8^, *n* = 10 mice/group) (**Figure 4B**), similar to the detection of senescent CD4^+^ T cells in **Figure 2**. This finding suggests that alveolar bone resorption due to periodontitis does not increase with age in mice and that there is a correlation between the progression of periodontal inflammation and the accelerated immunosenescence of helper T cells.

**Figure 4:**
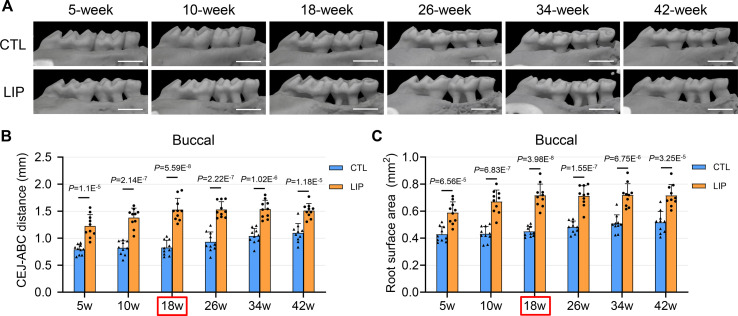
Alveolar bone resorption due to experimental ligature-induced periodontitis peaks at 18 weeks of age. **(A)** Three-dimensional micro-CT, micro-computed tomography images of the maxillae in the LIP and CTL groups at each age. Scale bars: 1,000 μm. **(B)** Quantified buccal alveolar bone loss based on the distances between CEJ, cemento–enamel junction and the ABC, alveolar bone crest of each in mice of different age with or without ligature for 14 days. **(C)** Quantified alveolar bone loss based on buccal root surface area of maxillary molars in mice of each age with or without ligature for 14 days. The significance of differences between groups was determined using a two-tailed unpaired Student’s t-test. Data represent mean ± SD. Similar results were obtained in ten independent experiments.

### 3.4 Splenic CD4^+^ T cells in periodontitis-induced mice exhibit immunosenescence characteristics through TCR stimulation

As shown in **Figure 2**, ligature-induced periodontitis increased the proportion of splenic PD-1^+^CD153^+^CD4^+^ cells via TCR stimulation. Therefore, we investigated whether these cell populations exhibited the characteristics of senescent CD4^+^ T cells. The SASP phenotype is characterized by the production of proinflammatory factors such as IL-6 and osteopontin (OPN) (31–33). As shown in **Figure 2**, splenocytes were isolated from mice of various ages and subjected to *in vitro* proliferative stimulation. The concentrations of OPN (**Figure 3A**) and IL-6 (**Figure 3B**) in the culture supernatants on days 1, 2, and 3 of culture were measured using ELISA. Stimulation with a combination of IL-2, anti-TCRβ antibody, and anti-CD28 antibody enhanced OPN production in the culture supernatants of LIP mice, peaking at 18 weeks of age (Day 3; 3.31 ± 0.81 ng/mL versus 4.88 ± 0.68 ng/mL, **p = 0.00448, *n* = 6 mice/group) (**Figure 3A**). Similar to the results for PD-1/CD153 double-positive mice, the greatest significant difference in IL-6 levels was observed in 18-week-old mice throughout days 1–3 of culture (Day 1; 1.79 ± 0.39 ng/mL versus 2.64 ± 0.28 ng/mL, **p = 0.00158, *n* = 6 mice/group) (**Figure 3B**). A 2-day culture of splenocytes from 18-week-old mice resulted in an increased proportion of senescent CD4^+^ T cells and stable SASP secretion. Under these conditions, we measured the activity of senescence-associated β-galactosidase (SA β-gal), a marker of cellular senescence, between the LIP and CTL groups. Compared with the CTL group, the percentage of SA β-gal-positive cells in the LIP group increased 2 days after TCR stimulation (**Figure 3C**). Flow cytometry analysis also detected approximately 1.3-fold stronger expression of SA β-gal in CD4^+^ T cells from the LIP group compared with the CTL group (**Figure 3D**). It is well established that IL-2 production in T cells increases upon activation but declines with senescence. This reduced production is a hallmark of the T-cell senescence phenotype (34). To determine whether *in vitro*-stimulated PD-1^+^CD153^+^CD4^+^ T cells exhibit inherent senescence, we assessed their capacity for IL-2 production. Analysis of purified CD4^+^ T cells from the spleens of 18-week-old mice revealed a significant reduction in IL-2 production capacity within the LIP group (**Figure 3E**). Identifying senescent T cells requires a nuanced approach to distinguish them from overlapping phenotypes, particularly, exhausted T cells (35). While persistent high expression of PD-1 is a hallmark of T-cell exhaustion, it is also frequently observed in senescent T cells. Furthermore, senescent cells are characterized by the increased expression of killer cell lectin-like receptor G1 (KLRG1) in addition to CD153. Notably, given the reported negative correlation between PD-1 and KLRG1 expression (36), we employed flow cytometry to analyze KLRG1 expression specifically within the CD153^+^CD4^+^ T-cell population. Our results demonstrated that proliferative stimulation significantly increased the frequency of KLRG1^+^CD153^+^CD4^+^ T cells in the LIP group compared to the control group (**Figure 3F**). Next, to assess the effect of LIP on the cell cycle, we measured the percentage of replicating cells after incubation with 5-ethynyl-2’-deoxyuridine (EdU). Approximately 50% of CD4^+^ T cells in the CTL group were EdU-positive, indicating replication (S phase), whereas the EdU-positive rate of CD4^+^ T cells in the LIP group was reduced to approximately 40% (**Figure 3G**). Taken together, these results indicate that CD4^+^ T cells from LIP mice exhibit multiple hallmarks of cellular senescence upon TCR-mediated proliferative stimulation. These features include not only the co-expression of PD-1 and CD153 but also enhanced SASP production, increased SA β-gal activity, and impaired proliferative capacity.

### 3.5 Effect of LIP on the transcriptional profile of splenic CD4^+^ T cells

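RNA of purified splenic CD4+ T cells from 18-week-old mice was sequenced as 12 libraries. On day 0, when the cells were collected immediately after purification, 3 libraries came from the CTL group and 3 from the LIP group, and the same numbers were made on day 2 after stimulation with IL-2, anti-TCRβ antibody and anti-CD28 antibody. The ligatures had been in place for 14 days. The paper's methods give 2.5 ng/ml of IL-2 and 3 μg/ml of anti-TCRβ antibody for the culture, whereas the protocol in the sample labels gives 10 ng/ml and 1 μg/ml. Both name anti-CD28 antibody at 1 μg/ml, but the treatment labels name anti-CD29 for CTL 93 and LIP 96 and anti-CD30 for CTL 97 and LIP 97 of day 2. The authors aligned the 150-bp paired-end reads to GRCm39 and deposited the expected counts that RSEM estimated for each gene, without normalization. Expected counts need not be whole, and 73267 of the values were not, so all were rounded to whole numbers before testing. On day 0, the libraries held between 6249018 and 7845676 counts in the CTL group (median 6989974) and between 6279986 and 6625831 in the LIP group (median 6501247). On day 2, the totals ranged from 8993191 to 9842586 in the CTL group (median 9516792) and from 8691699 to 12866718 in the LIP group (median 12175077). A count of 3, taken as the limit that a count of 0 allows, equalled between 0.233 and 0.480 CPM depending on the library, and this limit covers counting error only. Cd4 was counted at 370 to 664 CPM and Cd8a at 0.102 to 1.97 across the 12 libraries.

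The labels number the libraries of day 0 as 88, 89 and 94 (CTL) and 92, 93 and 94 (LIP), and those of day 2 as 92, 93 and 97 (CTL) and 90, 96 and 97 (LIP). The numbers do not pair the groups, because only 94 on day 0 and 97 on day 2 occur in both. The authors' deposited table for day 2 lists LIP libraries numbered 88, 89 and 90, of which only 90 is among the labelled samples. The day 2 values given here therefore rest on a LIP group that shares 1 library with that table. Between libraries of the same group, the chi-square per gene ranged from 2.99 to 48.4. The highest values separated LIP 90 of day 2 from LIP 96 (48.4) and LIP 97 (38.6), while LIP 96 and 97 differed from each other by 11.9.

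Genes with too few counts were removed with edgeR's filterByExpr, which left 14064 genes on day 0 and 14041 on day 2. Counts were normalized with edgeR's TMM method, and each day was tested separately with edgeR's quasi-likelihood test. As in Fig. 5A, a gene with an unadjusted p under 0.05 and an absolute log2 fold change over 1 was counted as a DEG. Normalized counts are given as CPM, with the mean and SD of the 3 libraries of a group. For a comparison of 3 against 3 libraries, the smallest p that a two-sided exact permutation test can give is 0.1.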

To investigate the potential molecular mechanisms underlying the induction of senescent CD4^+^ T cells by LIP, we performed RNA sequencing (RNA-seq) of splenic CD4^+^ T cells from the LIP and CTL groups on day 0 without stimulation and on day 2 after TCR-mediated activation. 

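On day 0, 131 of the 14064 genes tested were DEGs, of which 48 were higher and 83 lower in the LIP group. On day 2, 521 of the 14041 genes were DEGs, 228 higher and 293 lower. In 92 of the 131 DEGs of day 0 and 430 of the 521 of day 2, every LIP library lay on one side of every CTL library. Over all genes tested, the groups lay apart in this way for 19.2% on day 0 and 21.3% on day 2, where chance gives 10%. The unadjusted p was under 0.05 for 1951 genes on day 0, where 703.2 are due to chance if no gene differs, and for 2322 genes on day 2, where 702 are. After Benjamini-Hochberg adjustment of the p-values of edgeR's quasi-likelihood test, 60 genes on day 0 had an adjusted p under 0.05, 8 of them higher and 52 lower in the LIP group. On day 2 the number was 0, and the smallest adjusted p was 0.0568. Among the alternatives that kept all libraries, the filter on low counts moved the number of DEGs most. Without it, 270 genes were higher and 315 lower on day 0, and 470 were higher and 600 lower on day 2.

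One library changed these numbers on each day. Without CTL 94, day 0 had 241 genes higher and 171 lower among its DEGs, and 658 genes with an adjusted p under 0.05. Leaving out any other library of day 0 gave between 13 and 96 genes with an adjusted p under 0.05. Without LIP 90, day 2 had 479 genes higher and 564 lower among its DEGs, and 2014 genes with an adjusted p under 0.05, against 0 or 1 when any other library of day 2 was left out.

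The authors' deposited table for day 0 holds 19686 genes, of which 254 have a false discovery rate under 0.05. Of the 472 DEGs in the authors' deposited table for day 0, 341 had too few counts to be tested here. The other 131 include 127 of the 131 DEGs found here, all changed in the same direction. That table rests on the same 6 libraries, so the overlap is not independent evidence. The authors' deposited table for day 2 holds 19785 genes, 1470 of them with a false discovery rate under 0.05.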

Compared with the CTL group, 472 differentially expressed genes (DEGs), including 204 upregulated and 268 downregulated genes, were detected in the LIP group on day 0, and 1,062 DEGs, including 230 upregulated and 832 downregulated genes, were detected on day 2. A more extensive and significant response was observed on day 2 than on day 0, particularly for downregulated genes (**Figure 5A**). 

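Across all 12 libraries, 15475 genes were tested for a LIP effect that differed between the days, using the interaction of group and day in edgeR's quasi-likelihood test. After Benjamini-Hochberg adjustment, 8 genes had an adjusted p under 0.05, and 2464 had an unadjusted p under 0.05. The difference was positive for 5 genes and negative for 3. It was largest relative to its error for Hsp90ab1, with a log2 difference of 1.46 (standard error 0.13, adjusted p = 0.000672). The other 7 genes were Parp12, Hspa8, Eif2s2, Ctsw, Gm15459, Zfp512b and Zmat3, which were chosen after their values were seen, as were Hsp90ab1 and its difference. Without LIP 90, the number of genes was 1596, and without CTL 94 it was 27. Leaving out any other library gave between 1 and 15 genes. The median absolute log2 fold change was 0.14 on day 0 and 0.21 on day 2. Across the 12946 genes tested on both days, the log2 fold changes of day 0 and day 2 had a correlation of 0.0268, for which genes are not independent replicates.

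In a principal component analysis of the log2 CPM of each day, the first component held 39.0% of the variance on day 0. CTL 94 lay at 13.4 on this component, among LIP 92 (7.78), LIP 93 (16.0) and LIP 94 (18.4), whereas CTL 88 and CTL 89 lay at -18.6 and -37.0. The first component of day 2 held 48.1% of the variance. LIP 96 (44.9) and LIP 97 (39.4) lay apart from LIP 90 (-8.11) and from the CTL libraries, which lay between -34.9 and -18.1.

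**Figure D1:**
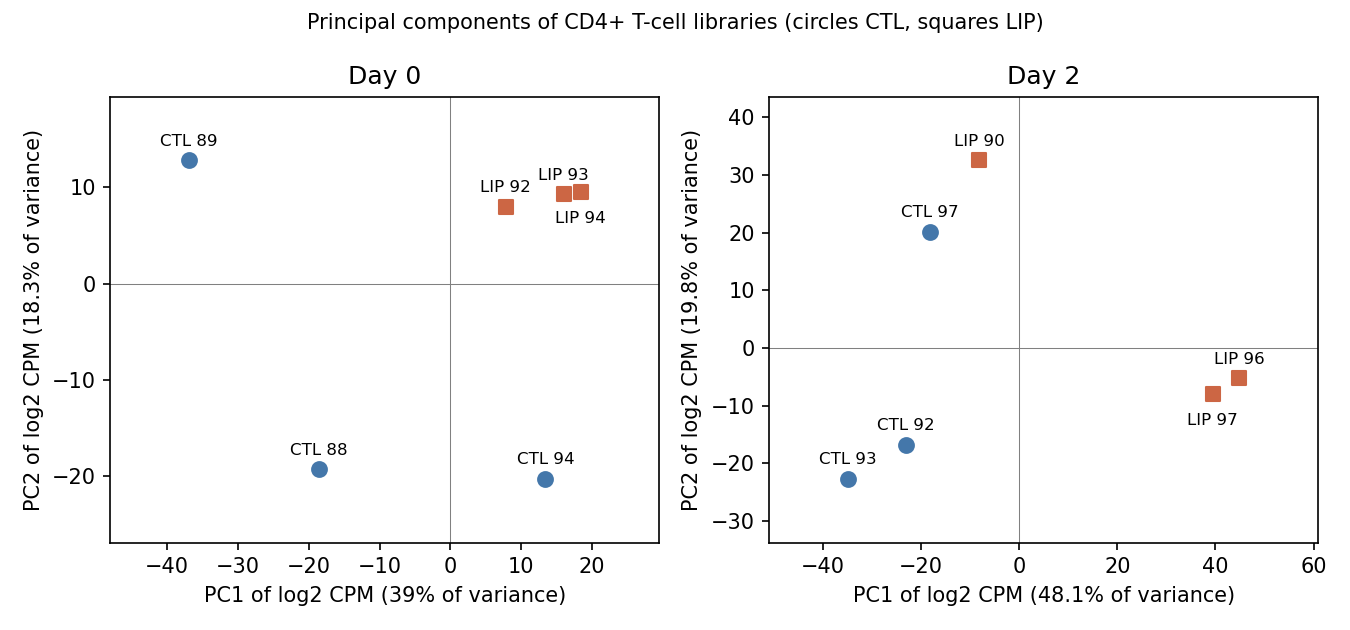
First and second principal components of the log2 CPM of the 6 libraries of day 0 and the 6 of day 2, with 1 point per library coloured by group. On day 0, CTL 94 lies on the side of the LIP libraries along the first component. Along the second, CTL 94 (-20.3) and CTL 88 (-19.3) lie away from the LIP libraries, and CTL 89 (12.8) lies on their side. On day 2, LIP 90 lies between the CTL libraries and LIP 96 and 97 along the first component only, and farthest out along the second (32.6).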

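The 20 genes that Fig. 5B names for day 0 correspond to 22 gene records in the counts. Of these genes, 12 (13 records) had enough counts to be tested, and 8 did not. Among the 13 records tested, 4 were higher and 9 lower in the LIP group, and the log2 fold changes ranged from -7.14 to 2.78. The unadjusted p was under 0.05 for 12 of them. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 had an adjusted p under 0.05 over all genes tested, and 11 when adjusted over the list alone. The latter is not independent evidence, as the study chose the list on these libraries. The groups lay apart in 8 of the 13 records. Hsph1, which encodes a heat shock protein and lies on chromosome 5 of GRCm39 from 149537636 to 149560156, had 299 ± 25.8 CPM (SD, n = 3) in the CTL group and 97.1 ± 5.15 (SD, n = 3) in the LIP group. Its log2 fold change was -1.62 (standard error 0.08, adjusted p = 3.00e-06) and stayed between -1.67 and -1.55 when each library was left out in turn. Msi1 had a log2 fold change of 1.57 (standard error 0.33, adjusted p = 0.0718; from 0.0154 without CTL 94 to 0.366 when 1 library was left out), and every LIP library was above every CTL library. The genes at both ends of the range varied widely within a group. Rps6-ps4, a pseudogene, had 305, 1444 and 1 counts in CTL 88, 89 and 94 and 0, 0 and 11 in LIP 92, 93 and 94. Gm14440 had 33, 0 and 3 counts in the CTL libraries and 123, 1 and 125 in the LIP libraries, in the same order. Over all genes of day 0 with an adjusted p under 0.05 and groups apart, those with a higher log2 fold change included Slc14a1 (0.76), Cirbp (0.75) and Sqle (0.74). The lowest belonged to Gm13461, a record of Nt5dc3, Fosb, Lbp (-2.34) and Fos. Gm13461, a pseudogene, had 30, 21 and 16 counts in the CTL libraries and 0 in each LIP library. The record of Nt5dc3 had 11, 19 and 21 counts against 2, 0 and 0, while an overlapping record of the same gene had a log2 fold change of 0.16. Without LIP 93, the adjusted p was 0.0926 for Cirbp, 0.115 for Slc14a1, 0.181 for Sqle, 0.213 for Lbp and 0.104 for Gm13461.

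Of the 20 genes that Fig. 5B names for day 2, 17 were tested, with 7 higher and 10 lower in the LIP group and log2 fold changes from -2.83 to 2.84. The unadjusted p was under 0.05 for 13 of them and the adjusted p for 0, while 13 passed when adjusted over the list alone, and the groups lay apart in 11. This list was chosen on data that share the CTL libraries and LIP 90 with these, so the 13 are not independent evidence either. Without LIP 90, the adjusted p was under 0.05 for Eng, Ptk7, Rgs12, Dnm3, Ahr, Zfp750, Ptpn14, Igsf9b, Filip1l, Gzmb, Chchd10 and Anxa3. It was so for Anxa2 and Mt1 too, whose direction turned. Dnm3 also passed without LIP 96 (adjusted p = 0.0171), while Mxd4 and Sema7a passed in no fit that left out 1 library. Eng, on chromosome 2 from 32535543 to 32574661, had 11.9 ± 1.21 CPM (SD, n = 3) in the CTL group and 2.80 ± 0.437 (SD, n = 3) in the LIP group. Its log2 fold change was -2.08 (standard error 0.21, adjusted p = 0.0568), and without LIP 90 its adjusted p was 0.000895, within a range up to 0.454 over the 6 fits that each left out 1 library. LIP 90 alone set the direction for Mt1, with 42, 33 and 28 counts in CTL 92, 93 and 97 and 223, 15 and 13 in LIP 90, 96 and 97. The log2 fold change of Mt1 was 1.00 with all libraries and -1.31 without LIP 90. That of Anxa2 was 0.13 with all libraries and -0.63 without LIP 90. Rdh9 had 0 counts in every CTL library and 8, 0 and 6 in the LIP libraries, too few to be tested. The authors' deposited table gives log2 fold changes of 2.00 for Mt1, 1.09 for Anxa2 and 5.52 for Rdh9.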

A heatmap of the top ten genes is shown in **Figure 5B**. 

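GO terms were taken from the annotation in the authors' deposited result tables, and KEGG was not used here. Each term was tested with limma's camera on all its tested genes, with a preset correlation between genes of 0.01, and with a one-sided Fisher's exact test of its share among the changed genes. Together with Reactome sets and lists of marker genes, camera covered 51 sets on each day, over which its p-values were adjusted by the Benjamini-Hochberg method. On day 0, 20 of the 51 sets had an adjusted p under 0.05, 4 toward higher and 16 toward lower values in the LIP group. On day 2 there were 21, 20 toward higher and 1 toward lower values. Under limma's fry, 2 sets of day 0 kept an adjusted p under 0.05, the heat shock list and the Reactome set of the cellular response to heat stress. On day 2 no set did, and 11 had an unadjusted fry p under 0.05. With the correlation estimated from the data, camera gave an adjusted p under 0.05 for 0 sets on either day, with 5 sets on day 0 and 1 on day 2 at an unadjusted p under 0.05.

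Among the 33 annotated DEGs that were higher in the LIP group on day 0, 1 gene (Cd244a) belonged to the innate immune response, where chance gives 0.748. The cellular response to interferon-beta held 0 of them, against 0.120 by chance, and the positive regulation of interleukin-1 beta production held 1, against 0.113. The wider list of 770 annotated genes that were higher at an unadjusted p under 0.05 held 23 genes of the innate immune response (17.5 by chance, adjusted p = 0.286 in Fisher's exact test). It held 7 genes of the response to interferon-beta (2.79 by chance, adjusted p = 0.0809) and 9 of the regulation of interleukin-1 beta (2.65 by chance, adjusted p = 0.00635). The background was the 10766 tested genes with a GO term. Over all its tested genes, the innate immune response had a median log2 fold change of 0.04, with 144 genes higher and 100 lower (camera adjusted p = 0.4998). The response to interferon-beta had a median of 0.08, with 25 of 39 genes higher (camera adjusted p = 0.364). The regulation of interleukin-1 beta had a median of 0.05, with 21 of 37 higher (camera adjusted p = 0.386). The list of 38 tested interferon-stimulated genes was higher by a median of 0.11, with 28 genes higher (camera adjusted p = 0.00798). Its adjusted p was 0.0540 without LIP 92 and 0.0853 without LIP 94. Without TMM factors, the sum of its 40 genes was 3296 ± 64.2 CPM in the CTL group and 3469 ± 80.4 in the LIP group (two-sided exact permutation test, p = 0.1). The factors were 0.970 to 0.989 in the CTL and 1.02 to 1.03 in the LIP libraries. Dividing by them would shift the sums by about as much as they differ, so the sums are no evidence of a rise.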

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of the upregulated genes revealed that the DEGs upregulated on day 0 were related to innate immune inflammatory responses, such as “innate immune response,” “cellular response to interferon β (IFNβ),” and “positive regulation of interleukin-1β (IL-1β) production” (red box). Furthermore, the DEGs included terms related to cellular senescence, such as “T-cell homeostasis” (green box), “DNA damage response,” (blue box) and “pyroptosis inflammatory response” (**Figure 5C**). 

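The 770 annotated genes that were higher on day 0 held 5 genes of T cell homeostasis, where chance gives 1.93 (adjusted p = 0.138 in Fisher's exact test). They held 33 genes of the DNA damage response against 31.8 by chance (adjusted p = 0.792). For the pyroptotic inflammatory response they held 4 genes, Aim2, Casp1, Gsdmd and Gzma, against 0.930 by chance (adjusted p = 0.0598). In camera, T cell homeostasis had a median log2 fold change of 0.12, with 17 of 27 genes higher (adjusted p = 0.149). The DNA damage response had a median of 0.01, with 234 of 444 genes higher (adjusted p = 0.926). The pyroptotic inflammatory response had a median of 0.27, with 10 of 13 genes higher (adjusted p = 0.0181). This last value was 0.0796 without CTL 89, and under fry the adjusted p of the term was 0.173.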

Meanwhile, the downregulated DEGs on day 0 were suppressed in “chromatin remodeling,” “transcription,” “translation,” and “protein folding,” as shown in red boxes, highlighting the so-called “loss of proteostasis” (**Figure 5D**). 

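Among the 41 annotated DEGs that were lower in the LIP group on day 0, 3 belonged to protein folding, where chance gives 0.328 (adjusted p = 0.0801 in Fisher's exact test). These were Hsp90aa1, Hsp90ab1 and Hspa1b. The positive regulation of transcription by RNA polymerase II held 8 of them, against 2.65 by chance (adjusted p = 0.0801), and translation held 0, against 0.933 by chance. The wider list of 800 annotated genes that were lower at an unadjusted p under 0.05 held 28 genes of protein folding (6.39 by chance, adjusted p = 3.12e-10). It held 45 genes of translation (18.2 by chance, adjusted p = 2.00e-07) and 78 of the regulation of transcription (51.8 by chance, adjusted p = 0.00134). For chromatin remodeling it held 7 genes, against 6.09 by chance (adjusted p = 0.792). In camera, 61 of the 86 genes of protein folding were lower (median log2 fold change -0.10, adjusted p = 4.12e-09), and the fry adjusted p was 0.0505. For translation, 156 of 245 genes were lower (median -0.05, camera adjusted p = 0.000999), and for cytoplasmic translation 28 of 36 (median -0.15, camera adjusted p = 7.58e-06). Both depended on CTL 94, without which their adjusted p-values were 0.132 and 0.0571. Chromatin remodeling had a median of -0.05 (camera adjusted p = 0.137) and the regulation of transcription a median of -0.02 (camera adjusted p = 0.167). Without CTL 94, these were 0.0366 and 0.0494.

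The fall was strongest in the list of cytosolic heat shock genes, of which the paper's figures name 7 of 26. All 24 genes tested were lower in the LIP group, with a median log2 fold change of -0.70 (camera adjusted p = 3.91e-40, fry adjusted p = 0.00589) that stayed between -0.78 and -0.62 when each library was left out. Their sum was 5707 ± 279.7 CPM (SD, n = 3) in the CTL group and 3314 ± 110.6 (SD, n = 3) in the LIP group, and every LIP library was below every CTL library (two-sided exact permutation test, p = 0.1). Hsp90ab1, on chromosome 17 from 45878552 to 45891949, had 1405 ± 87.3 CPM in the CTL group and 660.2 ± 18.9 in the LIP group. Its log2 fold change was -1.09 (standard error 0.08, adjusted p = 3.19e-05 in edgeR's quasi-likelihood test). Stip1 had a log2 fold change of -1.35 (adjusted p = 1.56e-05) and Hsp90aa1 one of -1.18 (adjusted p = 3.19e-05). A list of 19 chaperones of the endoplasmic reticulum, written after the day 0 values were seen, was lower as well, at 2587 ± 129.8 against 2309 ± 37.5 CPM (camera adjusted p = 0.00240, fry adjusted p = 0.173). The 91 cytosolic ribosomal protein genes summed to 36368 ± 4688 CPM in the CTL group and 33031 ± 1192 in the LIP group, a difference within the spread of the CTL libraries (two-sided exact permutation test, p = 0.4). In camera, 68 of the 83 ribosomal protein genes tested were lower, with a median of -0.18 (adjusted p = 2.13e-12, below 0.05 in each fit that left out 1 library), and under fry the adjusted p was 0.386.

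**Figure D2:**
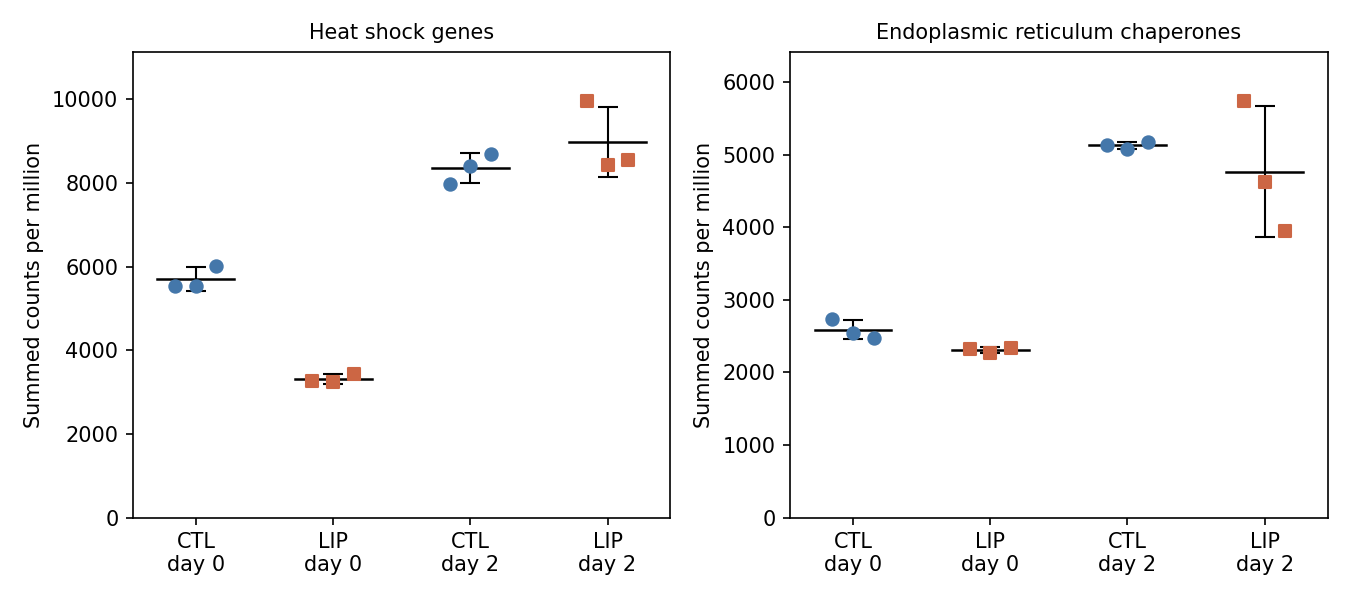
CPM of the heat shock list in each library of day 0 and day 2, with the group means and SDs. The values are without TMM factors. On day 0, the LIP libraries lie below every CTL library, and on day 2 these values overlap between the groups.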

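On day 2, the 197 annotated DEGs that were higher in the LIP group held 23 genes of the innate immune response, where chance gives 4.36 (adjusted p = 1.16e-09 in Fisher's exact test). They held 13 genes of the cellular response to interferon-beta, against 0.694 by chance (adjusted p = 2.48e-12). For the positive regulation of interferon-beta production they held 4 genes (Ddx58, Dhx58, Irf7 and Tlr7), against 0.587 by chance (adjusted p = 0.0337). DNA repair held 1 of these DEGs where chance gives 6.37, the DNA damage response 1 where chance gives 8.17, and the cellular response to oxidative stress 4 where chance gives 1.09 (adjusted p = 0.152). The 1052 annotated genes that were higher at an unadjusted p under 0.05 held 34 genes of DNA repair (34.0 by chance). They held 35 of the DNA damage response (43.6 by chance) and 9 of the response to oxidative stress (5.80 by chance, adjusted p = 0.479). The background was 11071 genes. In camera, the production of interferon-beta had a median log2 fold change of 0.17, with 22 of 33 genes higher (adjusted p = 0.00621). The response to interferon-beta had a median of 0.45, with 32 of 39 genes higher (adjusted p = 2.09e-07), and the innate immune response one of 0.08, with 140 of 245 higher (adjusted p = 0.0199). DNA repair had a median of 0.05, with 218 of 358 genes higher (adjusted p = 0.0141). The adjusted p of DNA repair was 0.115 without CTL 92, 0.116 without CTL 93 and 0.261 without LIP 90, and that of the production of interferon-beta was 0.0541 without LIP 90. The DNA damage response had a median of 0.03, with 261 of 459 genes higher (adjusted p = 0.156), which was 0.00565 without CTL 97 and 0.0438 without LIP 97. The response to oxidative stress had a median of 0.06, with 33 of 61 genes higher (adjusted p = 0.386).

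In the list of interferon-stimulated genes, 35 of the 36 tested were higher in the LIP group, with a median log2 fold change of 1.38 that stayed between 1.06 and 1.62 when each library was left out (camera adjusted p = 4.33e-21, fry adjusted p = 0.207). Their sum was 3717 ± 489 CPM (SD, n = 3) in the CTL group and 5836 ± 1277 (SD, n = 3) in the LIP group, and every LIP library was above every CTL library (two-sided exact permutation test, p = 0.1). Isg15, chosen after its values were seen, had 2.22 ± 1.04 CPM in the CTL group and 31.4 ± 17.2 in the LIP group, a log2 fold change of 3.79 (standard error 0.46, adjusted p = 0.0568 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without LIP 90 its adjusted p was 0.000285, within a range up to 0.454. The 91 cytosolic ribosomal protein genes summed to 54869.5 ± 3062 CPM in the CTL group and 65879.7 ± 8589 in the LIP group (camera adjusted p = 7.14e-20, fry adjusted p = 0.207; two-sided exact permutation test, p = 0.2).

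**Figure D3:**
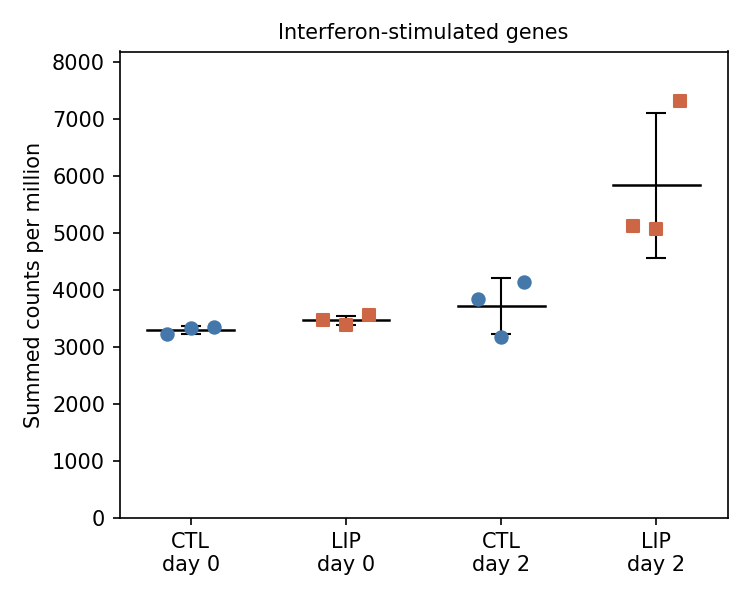
CPM of the interferon-stimulated genes in each library of day 0 and day 2, with the group means and SDs. On day 2, the LIP libraries lie between 5075 and 7309.96 and the CTL libraries between 3179 and 4136.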

The upregulated DEGs on day 2 were involved in “positive regulation of IFNβ” and “innate immune response,” as on day 0 (red box), but also involved “DNA repair,” “DNA damage response,” and “cellular response to oxidative stress” (blue box) (**Figure 5E**). 

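The 238 annotated DEGs that were lower on day 2 held 11 genes of the apoptotic process, where chance gives 9.59 (adjusted p = 0.813 in Fisher's exact test). They held 1 gene of the apoptotic signaling pathway, where chance gives 0.860. The 827 annotated genes that were lower at an unadjusted p under 0.05 held 47 genes of the apoptotic process (33.3 by chance, adjusted p = 0.0495) and 8 of the apoptotic signaling pathway (2.99 by chance, adjusted p = 0.0495). The 197 DEGs that were higher held 10 genes of the apoptotic process, against 7.94 by chance. Over all tested genes of the apoptotic process, 237 of 446 were higher, with a median log2 fold change of 0.02 (camera adjusted p = 0.745). Without LIP 90 the direction that camera gives for this term changed (median 0.01, adjusted p = 0.903). For the apoptotic signaling pathway, 21 of 40 genes were higher, with a median of 0.03. The direction that camera and fry gave for it was lower (camera adjusted p = 0.745, fry adjusted p = 0.615). The Reactome set of apoptosis had a median of 0.07, with 81 of 128 genes higher (camera adjusted p = 0.0647), and its adjusted p was 0.0233 without CTL 97, 0.00218 without LIP 96 and 0.00721 without LIP 97.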

The downregulated DEGs on day 2 included terms related to “apoptotic process” and “apoptotic signaling pathway” (red box), which may suggest apoptosis resistance characteristic of senescent cells (**Figure 5F**).

**Figure 5:**
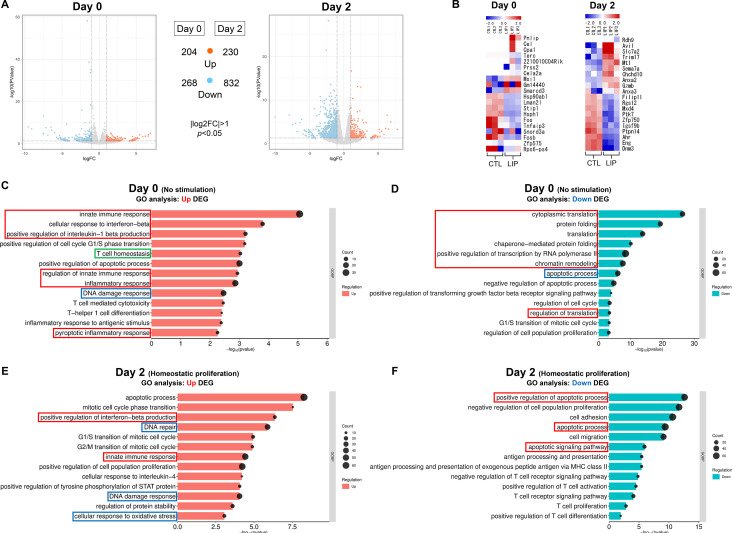
Impacts of LIP on the transcription profile on senescent CD4^+^ T cells. **(A)** Volcano plots displaying DEGs, differentially expressed genes on Day 0 (left) and Day 2 (right). Orange and light blue dots represent upregulated and downregulated transcripts, respectively (|log_2_FC|>1, *p* < 0.05). **(B)** Hierarchical clustering heatmap of the top DEGs (*n* = 3) in each group. Adjusted p-values were used. GO and KEGG analysis of the role of upregulated DEGs and screening enrichment pathway on day 0 **(C)** or day 2 **(E)** after stimulation with IL-2, anti-TCRβ antibody, and anti-CD28 antibody. GO and KEGG analysis of the role of downregulated DEGs and screening enrichment pathway on day 0 **(D)** or day 2 **(F)** after stimulation. Select the 10 most significant KEGG pathways to draw a scatter diagram for display. The length of the bars represents the significance levels (-log_10_ *p* value), and the dot size indicates the gene count associated with each GO term.

Next, protein-protein interaction (PPI) analysis was performed based on the RNA-seq results, and three modules were identified on day 0 (**Figure 6A**). The hub gene group, surrounded by red, primarily contains upregulated genes, whereas the module surrounded by blue contains numerous downregulated genes. 

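None of the 13 genes framed in red in Fig. 6A had enough counts on day 0 to be tested. They encode digestive enzymes such as lipase, elastase and amylase. Pnlip, on chromosome 19 from 58640831 to 58670288, had 0 counts in each CTL library and in LIP 92, 26 counts in LIP 93 and 11 in LIP 94. Amy1 had 8, 14 and 9 counts in CTL 88, 89 and 94 and 4, 2 and 6 in LIP 92, 93 and 94. The authors' deposited table gives Pnlip a log2 fold change of 6.68 (false discovery rate 0.00967) and Amy1 one of -1.28 (false discovery rate 0.319). A list of 34 pancreatic acinar genes, 15 of which the paper's figures name, summed to 2.85 ± 1.50 CPM (SD, n = 3) in the CTL group and 23.6 ± 24.3 (SD, n = 3) in the LIP group (two-sided exact permutation test, p = 0.2). LIP 93 had 50.2 and LIP 94 18.1 CPM, whereas LIP 92 had 2.46, within the range of the CTL libraries (1.92 to 4.58). The difference between the groups was 20.7 CPM, and 7.44 without LIP 93. On day 2, the list summed to 9.30 ± 3.26 CPM in the CTL group and 5.42 ± 2.27 in the LIP group (two-sided exact permutation test, p = 0.2). Most of it was Prss2, with 84, 84 and 45 counts in the CTL libraries and 36, 54 and 23 in the LIP libraries. Of the 5 genes beside the red frame, only Gm4724 was tested, with a log2 fold change of 1.02 (standard error 0.27, adjusted p = 0.138 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

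Of the 13 genes framed in blue, 12 were tested and all 12 were lower in the LIP group, with log2 fold changes from -2.67 to -1.04 (median -1.29). The unadjusted p was under 0.05 for 12, the adjusted p for 6, and the p adjusted over the list alone for 12, which is not independent evidence, as the study chose the list on these libraries. The groups lay apart in 9. They include heat shock genes and immediate early genes. Fosb had a log2 fold change of -2.34 (standard error 0.31, adjusted p = 0.00718), Jun one of -1.28 (standard error 0.20, adjusted p = 0.0199) and Fos one of -1.89 (standard error 0.32, adjusted p = 0.0286). Without LIP 93, these adjusted p-values were 0.116, 0.249 and 0.286. Over the 6 fits that each left out 1 library, their lowest values were 9.44e-07, 1.96e-06 and 2.27e-07. Without CTL 94, but not with all libraries, Tnfaip3 (8.33e-06), Nr4a1 (8.33e-06), Sik1 (5.55e-06), Dusp1 (1.84e-05) and Maff (0.0224) had an adjusted p under 0.05. For Fos, CTL 94 had 387 counts where CTL 88 and 89 had 1084 and 1083, and LIP 92, 93 and 94 had 248, 185 and 238. Hspa1a was the gene not tested, with 13, 11 and 134 counts in the CTL libraries and 3, 7 and 7 in the LIP libraries.

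**Figure D4:**
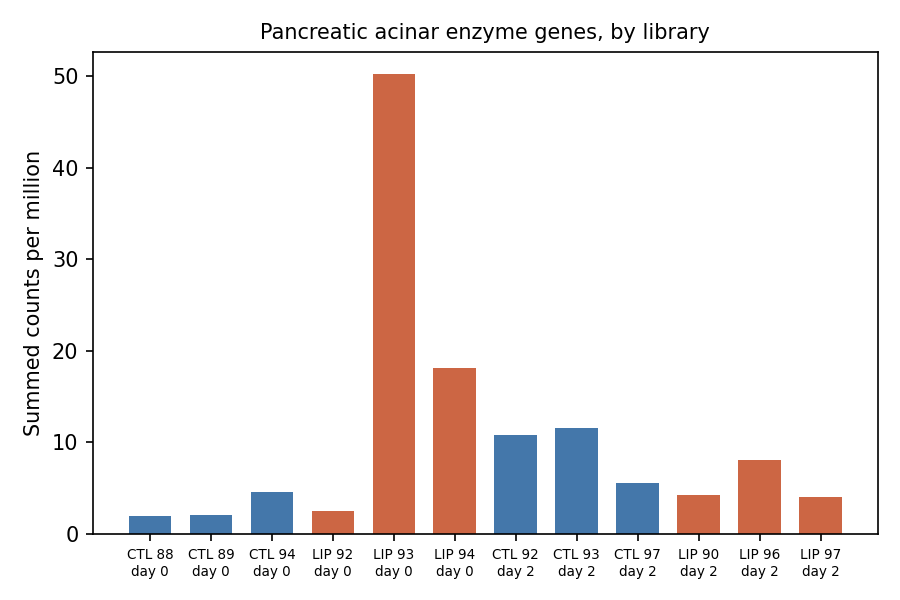
CPM of the 34 pancreatic acinar genes, summed and drawn as a bar for each library of day 0 and day 2, coloured by group. On day 0, LIP 93 and LIP 94 lie above the other libraries, and LIP 92 lies among the CTL libraries.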

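Mmp9 lies on chromosome 2 of GRCm39 from 164780439 to 164797771. On day 0, it had 9, 5 and 15 counts in CTL 88, 89 and 94 and 27, 18 and 17 in LIP 92, 93 and 94, so that every LIP library was above every CTL library. This equals 1.44 ± 0.761 CPM (SD, n = 3) in the CTL group and 3.13 ± 0.850 (SD, n = 3) in the LIP group. The log2 fold change was 1.13 (standard error 0.42), with an unadjusted p of 0.0200 and an adjusted p of 0.260 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When each library was left out in turn, the log2 fold change stayed between 0.75 and 1.57 and the adjusted p between 0.0751 and 0.532. The authors' deposited table gives a log2 fold change of 1.13 with a p of 0.0108 and a false discovery rate of 0.245.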

The hub gene that strongly linked the red and blue boxes was *matrix metalloproteinase 9* (*Mmp9*), a major SASP (37, 38). Senescence-related genes such as *motif chemokine receptor 6* (*Ccr6*) (39) and *C-X3-C motif chemokine receptor 1* (*Cx3cr1*) (40) were identified in the module surrounded by purple, which was derived from *Mmp9*. On the other hand, a large number of genes were detected on Day 2 and identified a module exhibiting senescence, similar to that observed in unstimulated T cells. 

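Of the 18 genes framed in purple, 8 had enough counts to be tested, with 7 higher and 1 lower in the LIP group. All 8 had an unadjusted p under 0.05, 0 had an adjusted p under 0.05 over all genes, and 8 did when adjusted over the list alone, which is not independent evidence, as the study chose the list on these libraries. The groups lay apart in 5 of the 8. Ccr6, on chromosome 17 from 8454869 to 8475973, had 13, 11 and 21 counts in CTL 88, 89 and 94 and 21, 34 and 44 in LIP 92, 93 and 94. This equals 2.22 ± 0.802 CPM (SD, n = 3) in the CTL group and 4.99 ± 1.67 (SD, n = 3) in the LIP group. Its log2 fold change was 1.17 (standard error 0.35), with an unadjusted p of 0.00636 and an adjusted p of 0.177 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without CTL 94 the adjusted p was 0.0486, and over the 6 fits that each left out 1 library it reached 0.532. Cx3cr1, on chromosome 9 from 119877749 to 119898945, had 6, 0 and 5 counts in the CTL libraries and 12, 12 and 6 in the LIP libraries, too few to be tested. The authors' deposited table gives Cx3cr1 a log2 fold change of 1.45 with a p of 0.0236 and a false discovery rate of 0.342.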

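The genes that Supplementary Fig. 2 places in the senescence cluster of day 2 are Pmaip1, Gadd45b, Cdkn1a and Rbl2. All 4 were tested, with 1 higher and 3 lower in the LIP group. Each had an unadjusted p under 0.05 and groups that lay apart, 0 had an adjusted p under 0.05 over all genes, and 4 did when adjusted over the list alone. Pmaip1, on chromosome 18 from 66591604 to 66598636, had 41.9 ± 2.70 CPM (SD, n = 3) in the CTL group and 20.2 ± 4.18 (SD, n = 3) in the LIP group. Its log2 fold change was -1.05 (standard error 0.16, adjusted p = 0.0997 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gadd45b, on chromosome 10 from 80764523 to 80768038, had 9.46 ± 2.48 against 23.7 ± 6.97 CPM, a log2 fold change of 1.32 (standard error 0.26, adjusted p = 0.118). Cdkn1a, on chromosome 17 from 29309936 to 29319701, had 238 ± 40.8 against 142 ± 41.1 CPM, a log2 fold change of -0.74 (standard error 0.21, adjusted p = 0.171). Rbl2, on chromosome 8 from 91796664 to 91850492, had 179 ± 28.1 against 124 ± 4.32 CPM, a log2 fold change of -0.53 (standard error 0.13, adjusted p = 0.142). Without LIP 90, the adjusted p-values of these genes were 0.000764, 0.00455, 0.00336 and 0.0399, and with any other library left out they were above 0.05. On day 0, Pmaip1, Gadd45b and Rbl2 had log2 fold changes of 0.09, -0.07 and 0.17, and Cdkn1a had at most 5 counts in a library.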

Other functional clusters closely related to senescence, such as “SASP,” “stress response,” “mitochondrial respiration,” and “lipid metabolism,” were also identified on Day 2 (**Supplementary Figure 2**). 

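Of the 8 genes in the SASP and extracellular matrix cluster of Supplementary Fig. 2, all 8 were lower in the LIP group on day 2, with log2 fold changes from -2.12 to -0.66 (median -1.49). The unadjusted p was under 0.05 for 7, the adjusted p for 0, and the p adjusted over the list alone for 7. In the stress response cluster, 3 genes were higher and 3 lower, with 5 at an unadjusted p under 0.05 and 5 when adjusted over the list alone. In the mitochondrial respiration cluster, 4 genes were higher and 1 lower, with 4 at an unadjusted p under 0.05 and 3 when adjusted over the list alone. In the lipid metabolism cluster, 1 gene was higher and 3 lower, with 3 at an unadjusted p under 0.05 and 2 when adjusted over the list alone. No gene of these clusters had an adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without LIP 90, all had except Bmp7, Tgfb3, Hsp90ab1, Hspa5, Apoe, Acox3, Ndufa2 and Ndufaf4, with values from 0.000895 (Eng) to 0.0385 (Cox6b2). With any other library left out, none of the genes had. The study chose the clusters on data that share the CTL libraries and LIP 90 with these, so the counts adjusted over the list alone are not independent evidence.

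In camera, the Reactome set of the senescence-associated secretory phenotype had a median log2 fold change of 0.16 on day 2, with 44 of 57 genes higher (adjusted p = 0.000457), and 0.120 was its adjusted p without LIP 90. Cellular senescence had a median of 0.12, with 78 of 115 genes higher (adjusted p = 0.00669), and its adjusted p was 0.0846 without CTL 92 and 0.138 without LIP 90. Extracellular matrix organization had a median of -0.23, with 67 of 101 genes lower (adjusted p = 0.000457). Respiratory electron transport had a median of 0.14, with 47 of 65 genes higher (adjusted p = 0.000722), and its adjusted p was 0.303 without LIP 90. Mitochondrial fatty acid beta-oxidation had a median of 0.09, with 8 of 15 genes higher (adjusted p = 0.637). Under fry the adjusted p of these sets lay between 0.207 and 0.546.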

Quantitative reverse transcription PCR (qRT-PCR) was used to verify whether LIP affected the expression of these senescence-related hub genes. Compared to the CTL group, the expression of hub genes, including *Mmp9* and *Ccr6* was significantly increased in unstimulated CD4^+^ T cells from the LIP group, whereas the expression of the *Cx3cr1* gene in the LIP group was significantly enhanced on day 2 after TCR stimulation (**Figure 6B**). *Ifnβ* and *Il1β* are related to the “innate immune response,” in which the GO analysis in **Figures 5C, E** showed upregulated DEGs. Although there was no difference in *Il1β* between the LIP and CTL groups on day 0, the expression of both increased in the LIP group on day 2 (**Figure 6B**). These findings suggest that LIP primes CD4^+^ T cells at the transcriptional level, rendering them more susceptible to senescence-associated changes upon subsequent stimulation.

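Of the 131 DEGs of day 0, 83 were also tested on day 2, where 43 had a fold change in the same direction. The 8 genes that were DEGs on both days included 6 with the same direction. Of the 60 genes with an adjusted p under 0.05 on day 0 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 57 were tested on day 2, and 32 of these had the same direction on both days. From the DEGs and hub genes found before stimulation, together with those found on day 2 and the qRT-PCR values of Fig. 6B, the paper proposes that LIP primes the cells for later changes associated with senescence.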

**Figure 6:**
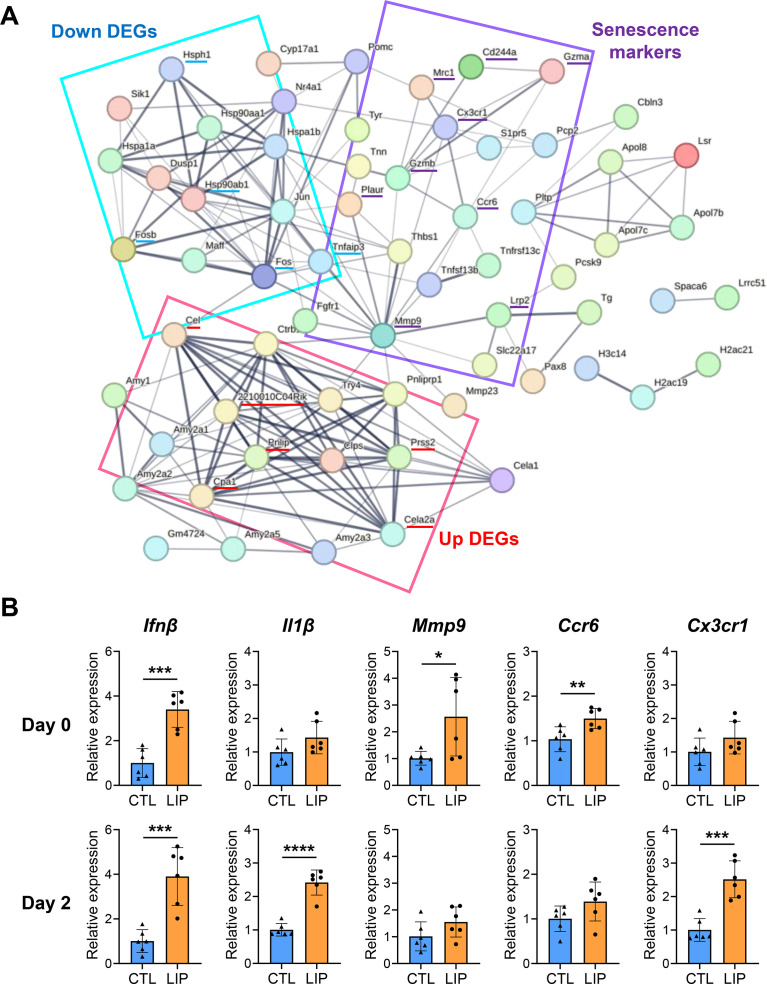
LIP potentially accelerates senescence in CD4^+^ T cells at the genetic level. **(A)** PPI analysis and screening of the hub gene and key signaling pathways in DEGs on day 0. Red and blue clusters indicate upregulated and downregulated genes, respectively. The purple cluster indicates the *matrix metalloproteinase 9* (*Mmp9*)-associated module containing senescence-related genes. **(B)** Splenic CD4^+^ T cells from 18-week-old mice in the LIP and CTL groups cultured under IL-2, anti-TCRβ antibody, and anti-CD28 antibody for 0 or 2 days were subjected to total RNA extraction, followed by the determination of mRNA expression corresponding to *Ifnβ, interferon β*; *Il1β, interleukin-1β*, *Mmp9*; *Ccr6, C-C motif chemokine receptor 6*; and *Cx3cr1, C-X3-C motif chemokine receptor 1* with qRT-PCR (*n* = 6). The significance of differences between groups was determined using a two-tailed unpaired Student’s t-test; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Data represent mean ± SD.

### 3.6 Splenic senescent CD4^+^ T cells from the LIP group exacerbate a collagen antibody-induced arthritis in nude mice

Because LIP actively altered the expression of various genes in CD4^+^ T cells, we used a collagen antibody-induced arthritis (CAIA) experimental model to examine how LIP-induced senescent CD4^+^ T cells affect rheumatoid arthritis. Nude mice lack a thymus and therefore do not develop CAIA because of the absence of functional T lymphocytes. The spleens removed from the LIP and CTL groups of 18-week-old mice were purified into CD4-positive cells and were adoptively transplanted into nude mice after two days of proliferative stimulation. Senescent CD4^+^ T cells were repeatedly injected into nude mice on days 3, 6, and 9 after the initial transplantation, and after a 1-week interval, CAIA was induced by administering an arthritogenic monoclonal antibody cocktail and lipopolysaccharide (LPS) (**Figures 7A, B**). The limbs of the mice were observed daily to evaluate the clinical scores of arthritis and ankle swelling, and the right fore limbs were harvested for histological examination 10 days after CAIA induction. The clinical arthritis index (severity and intensity of inflammatory changes; **Figure 7C**) and degree of joint swelling (extent and distribution of joint damage; **Figure 7D**) were significantly increased in nude mice transplanted with senescent CD4^+^ T cells from the LIP group compared to those from the CTL group. Micro-CT imaging and H&E staining showed that the joint bone and cartilage destruction increased in the LIP group (**Figures 7E, F**). To investigate the mechanism by which LIP exacerbates rheumatoid arthritis, we performed immunofluorescence staining of CD4^+^ T cells infiltrating the joints. The results showed that CD153^+^CD4^+^ T cells from the LIP group exhibited greater accumulation in the joints of CAIA-induced nude mice compared to those from the CTL group (**Figure 7G**). Furthermore, serum analysis of these nude mice revealed significantly elevated concentrations of IL-6 and IL-1β in the group transplanted with LIP-derived CD4^+^ T cells (**Figure 7H**). These findings suggest that senescent helper T cells, modulated by periodontitis, migrate to the joints and drive the progression of rheumatoid arthritis, subsequently triggering the systemic release of inflammatory cytokines into the bloodstream.

**Figure 7:**
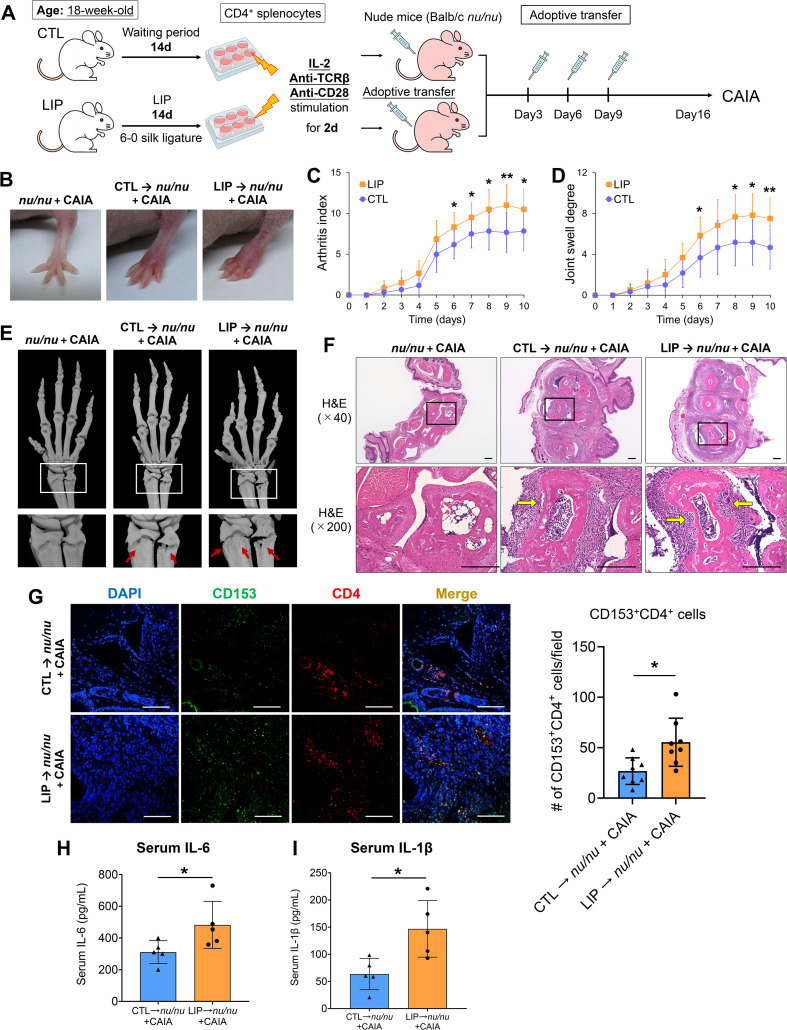
Splenic senescent CD4^+^ T cells from the LIP group exacerbate a CAIA, collagen antibody-induced arthritis in nude mice. **(A)** Schematic of the experimental design. **(B)** The photographs of fore limbs have been shown in nude mouse CAIA model (left panel), and nude mouse CAIA model injected with CD4^+^ T cells from the CTL group (middle panel), or from the LIP group (right panel). **(C, D)** Statistical analysis of arthritis index (*n* = 6) **(C)** and joint swell degree (*n* = 6) **(D)** levels of limbs from day 0 to 10 after CAIA induction. Score levels indicate arthritis index and joint swell degree in nude mouse CAIA model injected with CD4^+^ T cells from the LIP or CTL groups. **(E)** Representative three-dimensional micro-CT images of the fore limbs from each nude mouse CAIA model. Arrows indicate bone destruction. **(F)** Representative images of H&E staining of the fore limbs from each nude mouse CAIA model. Arrows indicate bone destruction. Scale bars: 200 μm. H&E, hematoxylin and eosin. **(G)** Representative immunofluorescence images of forelimb sections from the nude mouse CAIA model following the adoptive transfer of CD4^+^ T cells from the CTL or LIP groups. Sections were stained for DAPI (blue), CD153 (green), and CD4 (red). The right panel shows the quantification of CD153^+^CD4^+^ double-positive cells (yellow) per field for both groups (*n* = 8). Scale bar: 100 μm. **(H, I)** Serum levels of IL-6 **(H)** and IL-1β **(I)** were measured by ELISA in the same CAIA models. Peripheral blood was collected post-adoptive transfer (*n* = 5). The significance of differences between groups was determined using a two-tailed unpaired Student’s t-test; *p < 0.05; **p < 0.01. Data represent mean ± SD.

## 4 Discussion

How does LIP, a local inflammation, induce senescence in CD4^+^ T cells? Periodontal pathogens possess virulence factors that can directly induce cellular senescence by releasing bacterial genotoxins, such as cytolethal distending toxin (CDT), or indirectly by using LPS as an antigen. Recently, it was reported that LPS from the periodontal pathogen *Porphyromonas gingivalis* (*P. gingivalis*) can induce premature senescence in alveolar bone cells, which is associated with SASP, which may further promote alveolar bone resorption (41). Similarly, *P. gingivalis* can promote immunosenescence in dendritic cells through direct tissue infiltration, and P. gingivalis-induced senescent dendritic cells may acquire a SASP characterized by the secretion of exosomes loaded with inflammasome-related cytokines and aging-related micro RNAs (42, 43). Pathological changes in tissues affected by periodontitis may create a favorable environment for the induction of cellular senescence, a mechanism that promotes cell survival at the expense of function and often involves the proinflammatory secretome, which may contribute to the maintenance of chronic inflammation. However, it remains unclear whether periodontal pathogens and their virulence factors induce senescence in the T lymphocytes that infiltrate periodontal tissues.

Even when periodontitis was induced by tooth ligation, CD4^+^ T cells in the spleen did not express senescence markers in the mice of any age group (**Figure 1**). However, RNA-seq analysis revealed an elevated expression of genes related to innate immune inflammatory responses in unstimulated helper T cells (**Figure 5C**). Innate immunity and cellular senescence are closely related, and cellular senescence activates innate immune signaling pathways. Conversely, innate immune responses (especially inflammatory cytokines such as type I interferon and IL-1β) can also induce cellular senescence. This positive feedback loop perpetuates chronic inflammation, leading to tissue damage and disease progression (44, 45). In particular, IFNβ, a representative type I interferon, is produced in response to stress signals such as DNA damage and functions as an important mediator of cellular senescence (46). IFN-β, along with IL-1β, is an important component of the SASP and also plays a role in promoting the recognition and elimination of senescent cells by innate immunity (47). Furthermore, as shown in **Figure 5D**, unstimulated CD4^+^ T cells in the LIP group showed a progression of “loss of proteostasis,” a hallmark of aging (48, 49). 

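Among these genes on day 0, Plaur was lower in the LIP group, with 15, 33 and 14 counts in CTL 88, 89 and 94 and 6, 8 and 3 in LIP 92, 93 and 94. Its log2 fold change was -1.77 (standard error 0.46), with an unadjusted p of 0.00234 and an adjusted p of 0.136 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gzma was higher, at 3.28 ± 2.78 CPM (SD, n = 3) in the CTL group and 9.17 ± 3.30 (SD, n = 3) in the LIP group, with groups that overlapped (log2 fold change 1.51, standard error 0.53, adjusted p = 0.240). Gzmb had 4, 3 and 13 counts in the CTL libraries and 10, 20 and 18 in the LIP libraries, which overlapped too (log2 fold change 1.30, standard error 0.52, adjusted p = 0.300). Cd244a had 4, 10 and 12 counts in the CTL libraries and 16, 21 and 21 in the LIP libraries (log2 fold change 1.21, standard error 0.38, adjusted p = 0.195). Without CTL 94, the adjusted p was 0.0307 for Plaur, 0.0228 for Gzma and 0.0442 for Gzmb, and it reached 0.448, 0.582 and 0.641 with another library left out. The authors' deposited table gives these genes false discovery rates of 0.0385 (Plaur), 0.208 (Gzma), 0.303 (Gzmb) and 0.119 (Cd244a). The list of 15 genes of cytotoxic T or NK cells, 5 of which the paper's figures name, summed to 123 ± 26.3 CPM in the CTL group and 145 ± 20.1 in the LIP group on day 0 (two-sided exact permutation test, p = 0.4). In camera, 13 of its 14 tested genes were higher (adjusted p = 0.00165, and 0.179 without CTL 89), and under fry the adjusted p was 0.386. The list summed to 88.98 ± 14.1 CPM in the CTL group and 173 ± 14.8 in the LIP group on day 2, with every LIP library above every CTL library (two-sided exact permutation test, p = 0.1).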

The results of the PPI analysis revealed that in the vicinity of the upregulated and down-regulated gene groups, in addition to *Cx3cr1* and *Ccr6*, the module with *Mmp9* as the hub gene also contained biomarkers of senescent cells, such as *Plaur* (50), *Gzma* (51), *Gzmb* (52, 53), and *Cd244a* (54, 55).

In this study, latent cellular senescence in the LIP group was further revealed by TCR-mediated activation, and these cells aggravated rheumatoid arthritis in adoptively transplanted nude mice (**Figure 7**). Regarding the relationship between periodontitis and rheumatoid arthritis, a mechanism has been proposed in which proteins in periodontal tissues are citrullinated by a citrullinating enzyme produced by *P. gingivalis*, which produces anti-citrullinated protein antibodies. These antibodies form immune complexes with citrullinated proteins in the joints, leading to arthritis (56, 57). In this study, CD4^+^ T cells affected by periodontitis were adoptively transferred into nude mice, demonstrating that periodontitis exacerbates rheumatoid arthritis through a pathway separate from that involving citrullinated proteins, which is different from the previously proposed mechanism by which periodontal disease worsens rheumatoid arthritis. Cellular senescence is one of the underlying factors that causes persistent inflammation and tissue destruction in rheumatoid arthritis. For example, fibroblast-like synoviocytes (FLS) in the synovial membrane of patients with rheumatoid arthritis undergo senescence and release SASP factors, which induce inflammation in surrounding healthy cells and exacerbate and sustain arthritis (58, 59). It has also been reported that the level of senescent CD4^+^ T cells is higher in patients than in healthy individuals (60–62). These findings indicated a close causal relationship between periodontitis, senescence, and rheumatoid arthritis.

For periodontitis to exacerbate systemic inflammation via immunosenescence, the systemic circulation of senescent immune cells is essential. Two primary pathways are hypothesized to drive this mechanism: first, chronic periodontitis generates inflammatory mediators, bacterial components, or damage-associated molecular patterns (DAMPs) that enter the bloodstream and modulate immune cell functions in secondary lymphoid tissues; second, CD4^+^ T cells undergo senescence directly within inflamed periodontal tissues and subsequently enter the circulation. However, based on the findings of this study, we propose an alternative hypothesized mechanism: periodontal inflammation does not immediately generate a large pool of circulating senescent T cells. Instead, it induces a “pre-senescent” or “senescence-primed” state in the CD4^+^ T cells within the periodontal environment, rendering them highly susceptible to aging upon subsequent stimulation. Once these primed CD4^+^ T cells circulate and encounter pre-existing systemic inflammatory conditions, they undergo rapid senescence driven by proliferative exhaustion. This, in turn, exacerbates systemic diseases through the production of SASP. This interpretation is supported by our transcriptome analysis, which revealed significant transcriptional alterations in innate immune responses, proteostasis, and cellular stress pathways. Such genetic modifications may represent early immunological imprinting that enhances the senescence susceptibility of helper T cells.

This study had three major limitations. First, the LIP model is a powerful tool for investigating rapid, bacteria-mediated bone resorption. Compared to models involving the direct application of periodontal pathogens, the LIP model offers superior control over the extent of bone loss and the onset of inflammation, ensuring high reproducibility. However, the LIP model is inherently invasive and does not fully recapitulate the chronic, slow progression characteristic of human periodontitis. It is therefore necessary to consider whether such acute inflammatory insults might exert excessive stress, potentially inducing an artificial “aged” phenotype. In the present study, however, splenic CD4^+^ T cells from the LIP group did not exhibit a senescent phenotype (**Figure 1B**). These findings suggest that LIP-induced inflammation does not directly trigger systemic T-cell senescence through acute inflammatory toxicity; rather, it may prime CD4^+^ T cells, rendering them susceptible to subsequent aging. Second, it remains unclear whether TCR stimulation using IL-2, anti-TCRβ antibodies, and anti-CD28 antibodies *in vitro* reflects the physiological induction of homeostatic proliferation and subsequent senescence of CD4^+^ T cells *in vivo* although previous studies have shown that inducing T-cell senescence *in vitro* using the same antibody cocktail is effective (30). This *in vitro* stimulation is a well-established method for inducing robust T-cell activation, rapid proliferation, and differentiation (63, 64). However, such intensive stimulation may be more representative of antigen-driven activation than homeostatic proliferation, given that the latter is typically mediated by self-peptide-major histocompatibility complex (MHC) (‘tonic’ signaling) and increased IL-7 availability in lymphopenic hosts (65). Therefore, even if T cells exhibit senescence-like phenotypes following TCRβ/CD28/IL-2 stimulation, this does not necessarily imply a direct link to homeostatic proliferation *per se*. Our findings should therefore be interpreted in the context of activation-induced proliferative stress rather than bona fide homeostatic proliferation. Furthermore, the precise time course required for homeostatic proliferation to occur *in vivo* remains to be elucidated. Future studies should focus on developing a method to induce immunosenescent cells *in vivo* by transferring helper T cells isolated from tooth-ligated mice into athymic mice or lymphopenic mice without the need for *in vitro* stimulatory expansion. Third, the higher proportion of senescent CD4^+^ T cells in the LIP group does not necessarily explain the stronger inflammatory response in the joints compared to the CTL group in cell transplantation and CAIA experiments in nude mice. In other words, helper T cells sensitized by periodontal bacteria may differentiate into memory effector T cells regardless of senescence, contributing to the aggravation of rheumatoid arthritis in transplanted nude mice. The CD153 and PD-1 double positivity rate of LIP-treated helper T cells induced by TCR stimulation (Day 2; 51.87 ± 11.49% versus 70.06 ± 8.78%, ***p = 0.00088, *n* = 10 mice/group) and the OPN production (Day 2; 2.24 ± 0.40 ng/mL versus 3.21 ± 0.66 ng/mL, *p = 0.012, *n* = 6 mice/group) were approximately 1.4-fold higher in helper T cells from the LIP group than in those from the CTL group (**Figures 2H**, **3A**). The arthritis index in nude mice injected with helper T cells from the LIP groups was also 1.4-fold higher (**Figure 7**). Furthermore, GO and KEGG enrichment analyses identified numerous senescence-related terms in the LIP group (**Figures 5C–F**). While these findings suggest that immunosenescence in the LIP group contributes to the exacerbation of arthritis in nude mice, direct scientific evidence remains insufficient to confirm that LIP-induced helper T-cell senescence alone initiates or drive arthritis in this model. Future investigations are warranted to distinguish the specific roles of senescent T cells from those of memory T cells. It should be noted, however, that the transferred T cells were unlikely to have undergone re-sensitization in the recipient nude mice, as these mice did not receive silk ligation.

Our findings demonstrate that severe periodontal inflammation, characterized by alveolar bone resorption, induces a “senescence-primed” status in the helper T cells. These cells may enter the systemic circulation and exacerbate rheumatoid arthritis, a key systemic condition within the framework of periodontal medicine. This discovery could facilitate the development of pre-symptomatic interventions, risk assessment models, and novel therapeutic strategies for periodontal-related systemic diseases. Furthermore, by providing robust scientific evidence that “oral health is integral to systemic health,” these results may catalyze a shift in healthcare paradigms, promoting the social recognition of routine oral care as a critical preventive measure for chronic diseases such as diabetes and rheumatoid arthritis.

In summary, this study elucidates a novel cellular mechanism–driven by T-cell senescence–linking periodontitis to pathogenesis of rheumatoid arthritis. These insights not only contribute to tooth preservation but also suggest that the managing oral inflammation may serve as a “pivotal switch” to mitigate systemic aging and inflammaging.

## Data Availability

The original data of RNA-seq in the paper has been uploaded into NCBI database with the identifier GSE318778.

# Supplementary material for: Ligature-induced periodontitis in mice potentially accelerates CD4+ T-cell senescence and exacerbates rheumatoid arthritis
**Source:** Front Immunol. 2026 May 26;17:1806138. doi: 10.3389/fimmu.2026.1806138
**Supplement:** Supplementary file 1

**
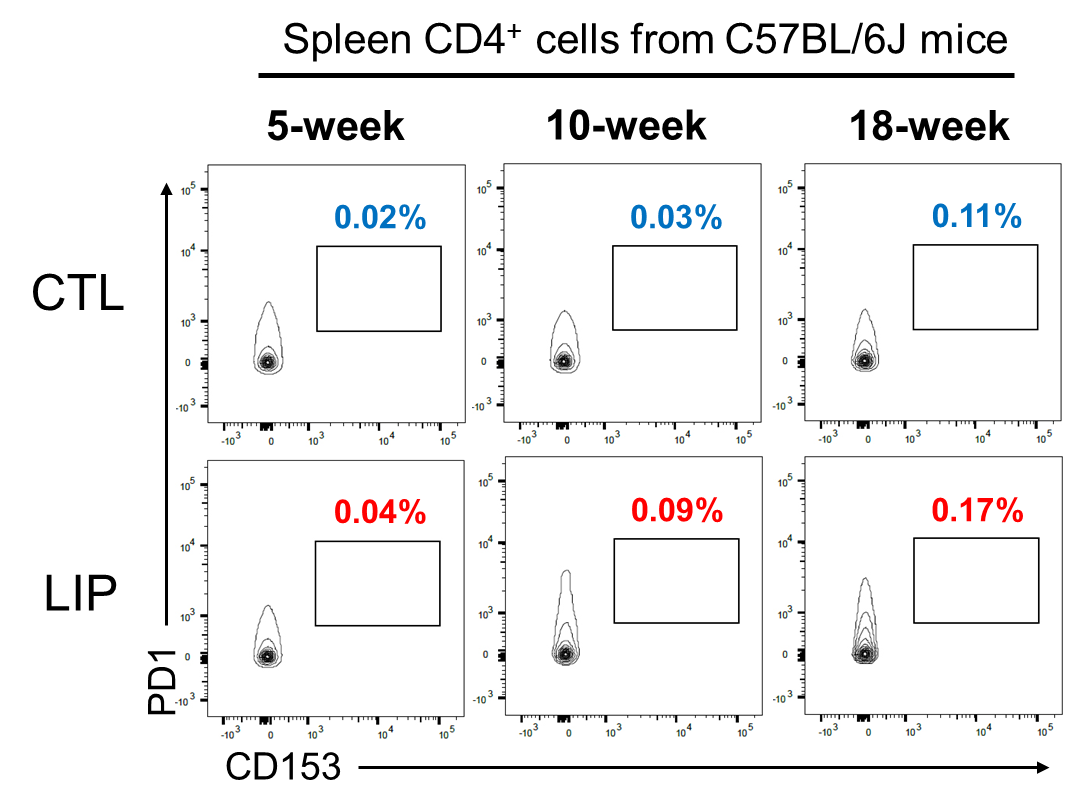
Supplementary Figure 1**

**Supplementary Figure 1.** PD-1^+^CD153^+^CD4^+^ T cells were also rarely present in the spleen of C57BL/6J mice of any age (5–18 weeks). All plots were gated on live CD4^+^ T cells. Representative plots display the percentages of PD-1^+^ and CD153^+^ cells in the spleen of the LIP and CTL groups. Similar results were obtained in five independent experiments.

# Supplementary material for: Ligature-induced periodontitis in mice potentially accelerates CD4+ T-cell senescence and exacerbates rheumatoid arthritis
**Source:** Front Immunol. 2026 May 26;17:1806138. doi: 10.3389/fimmu.2026.1806138
**Supplement:** Supplementary file 2

**
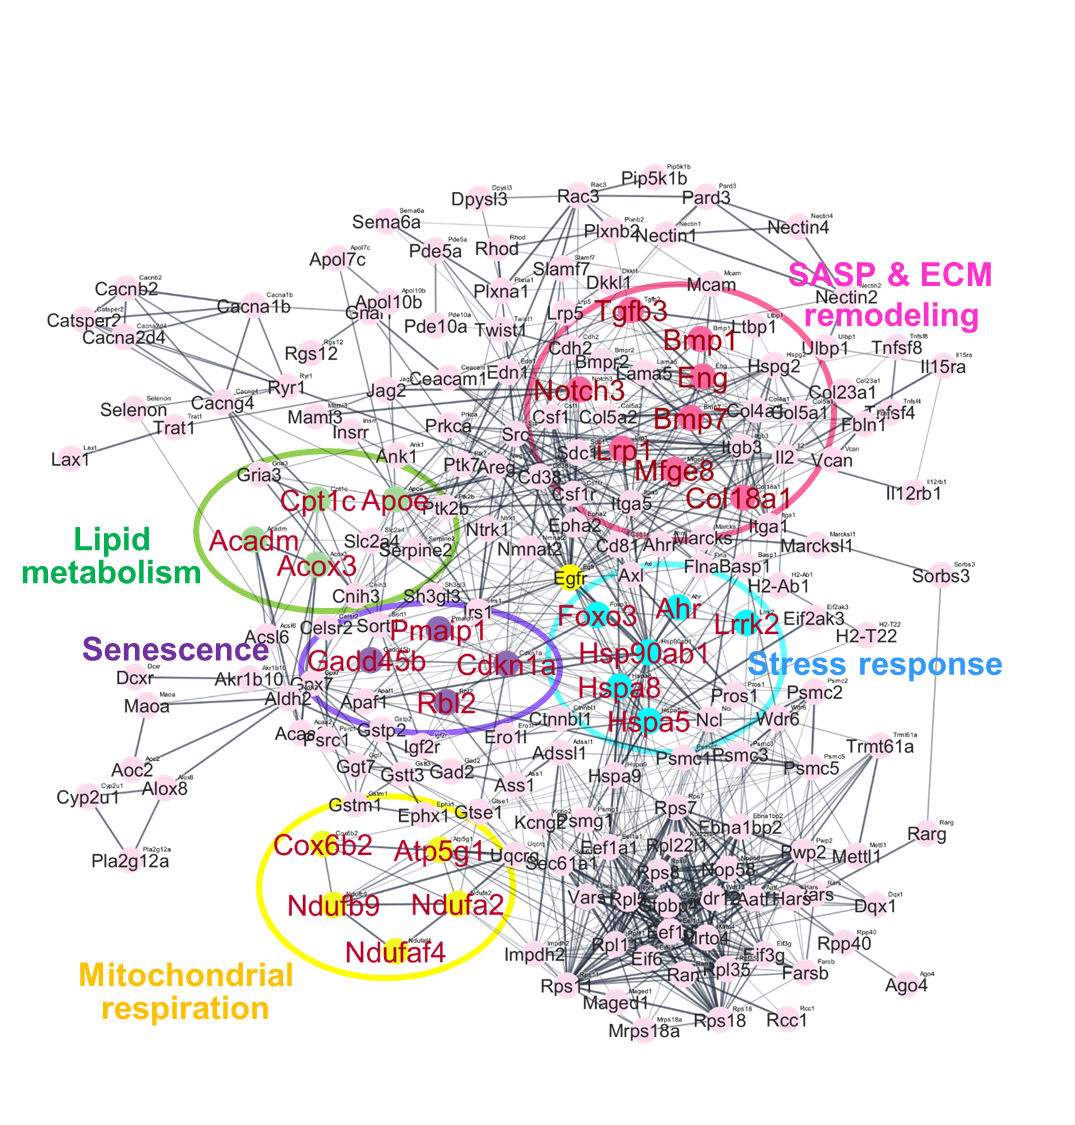
Supplementary Figure 2**

**Supplementary Figure 2.** Functional clustering of the PPI network in CD4^+^ T cells on day 2. The PPI network was constructed based on DEGs (*p* < 0.05). Genes are categorized into five functional modules indicated by colored nodes and frames: purple (senescence), red (SASP and extracellular matrix remodeling), green (lipid metabolism), blue (stress response), and yellow (mitochondrial respiration).

# Supplementary material for: Ligature-induced periodontitis in mice potentially accelerates CD4+ T-cell senescence and exacerbates rheumatoid arthritis
**Source:** Front Immunol. 2026 May 26;17:1806138. doi: 10.3389/fimmu.2026.1806138
**Supplement:** Supplementary file 3

**Supplementary Table 1**

Primer sequences used for quantitative real-time PCR

| **Gene** | **Forward primer (5′–3′)** | **Reverse primer (5′–3′)** |
| --- | --- | --- |
| ***Cx3cr1*** | GAGTATGACGATTCTGCTGAGG | CAGACCGAACGTGAAGACGAG |
| ***18S rRNA*** | GCTTAATTTGACTCAACACGGGA | AGCTATCAATCTGTCAATCCTGTC |
| ***Ifnβ*** | ACTGCCTTTGCCATCCAAGA | CACTGTCTGCTGGTGGAGTT |
| ***Mmp9*** | CTCTGCTGCCCCTTACCAG | ATAGCGGTACAAGTATGCCTCTG |
| ***Ccr6*** | ATGCGGTCAACTTTAACTGTGG | CCCGGAAAGATTTGGTTGCCT |
| ***Il1β*** | GAAGAAGAGCCCATCCTCTG | TCATCTCGGAGCCTGTAGTG |

How the deposited data were processed for this re-analysis (not part of the article)

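RNA of splenic CD4+ T cells was measured in 12 libraries, 3 of each group (CTL and LIP) on day 0 and on day 2. Each library was assigned to its group and day by the sample title, which is also the name of its column of counts. The authors trimmed the reads with Trimmomatic 0.36 after FastQC 0.11.9, aligned them with HISAT2 2.1.0 to GRCm39, and deposited expected counts per gene estimated with RSEM 1.3.0 and Bowtie2, without normalization. The authors also deposited, for each day, a signal per library in CPM after their own normalization, log2 fold changes of LIP over CTL with mean log2 CPM, and edgeR's p-values with false discovery rates. The test, filter and annotation release behind these tables are not stated. In the day 2 table, 2 columns of signal belong to LIP libraries that are not among the labelled samples, and they were not used here. The deposited log2 values and p-values are given only where the text names the authors' deposited table.

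The expected counts covered 55414 gene records, of which 27193 had 0 counts in all libraries and 54749 were found in GENCODE release M39 (Ensembl release 116), which gave positions, gene types, GC content and transcript length. Symbols came from the authors' deposited tables for 15174 genes, and GO terms for 14025. The counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, using filterByExpr, TMM normalization and the quasi-likelihood test for each day. The interaction of group and day was tested on all 12 libraries. P-values were adjusted by the Benjamini-Hochberg method. Gene sets were tested with camera and fry of limma 3.58.1, and Reactome sets were taken from fgsea 1.28.0. Fisher's exact test of GO terms was one-sided and adjusted for each day and list over terms and directions. Exact permutation tests used all splits of 3 against 3 libraries and were two-sided. Tables were read with data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 read the annotation and drew the figures.

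The genes named in the text are those that the paper names in its RNA-seq text, Fig. 5B, Fig. 6A and Supplementary Fig. 2, those it measures by other assays, and for each day the 5 highest and 5 lowest log2 fold changes among genes with an adjusted p under 0.05 and groups apart. Any other gene is given as a marker or as a member of a GO term, or is said to have been chosen after its values were seen. Not every gene that this rule selects is reported here. The lists of marker genes covered pancreatic acinar cells, immediate early genes, heat shock genes, cytosolic ribosomal proteins, interferon-stimulated genes, B cells, myeloid cells, erythroid cells, cytotoxic or NK cells, regulatory T cells and naive T cells. These lists, the groups, the tests and the alternatives were set before the data were examined. The exceptions are the list of endoplasmic reticulum chaperones, the alternatives named as added later and the tests named as chosen after the results were seen.

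The scripts were tested on simulated data, drawn from negative binomial distributions with the dispersions of each day and with 200 genes changed. At a log2 fold change of 1, the quasi-likelihood test recovered 74.4% of the changed genes on day 0 (13822 genes tested) and 55.6% on day 2 (13819 genes tested). At a log2 fold change of 2 it recovered 95.9% (13866 genes tested) and 93.4% (13833 genes tested). Between 5.98% and 7.50% of the calls were false, and 0 had the wrong sign. Of the 51 sets, camera found the one that had been lowered on each day and called 0 of the 39 (day 0) and 38 (day 2) sets that share no gene with it. The simulated genes were drawn independently of each other, so this does not test camera where genes vary together. In splits of the real libraries other than LIP against CTL, camera called up to 22 sets on day 0 and up to 26 on day 2.

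The alternatives were RLE and upper-quartile normalization, DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, no filter on low counts, at least 10 counts in every library, all 12 libraries in one fit, protein-coding genes only, no acinar genes, fry, camera with estimated correlation, and leaving out each library in turn. Corrections for GC content and transcript length (lowess with a span of 0.3) and the summing of gene records that overlap by 90% were added after seeing the data. KEGG pathways, protein interactions from STRING and the qRT-PCR and flow cytometry values were not analysed here.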

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

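The tests of the replicate number as a batch, of pancreatic RNA and of the sex-linked genes were chosen after the results were seen, and the list of endoplasmic reticulum chaperones was written after the day 0 values were seen.

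The LIP effect differed between the days for 8 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is a difference between groups that the paper did not test. Of 100 splits drawn from the 200 possible, the real one included, 4 gave at least as many genes, with a median of 0 and a highest number of 14. Other splits thus reached or passed the real one, so an accident of which libraries were grouped stays open. The number was 1596 without LIP 90 and 1 without CTL 88, so its size depends on single libraries.

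For the heat shock genes, the median difference between the LIP effects of day 2 and day 0 was 0.72 (camera adjusted p = 4.26e-15, fry adjusted p = 0.0403), a difference between groups. Other sets passed both tests too. Among them were Reactome Translation (median 0.44, camera adjusted p = 7.28e-27, fry adjusted p = 0.0403) and Reactome Interferon Signaling (median 0.30, camera adjusted p = 1.64e-07, fry adjusted p = 0.0470). The interferon-stimulated list had a larger median of 1.18 (camera adjusted p = 1.62e-16, fry adjusted p = 0.106). The difference of the heat shock genes arises on day 0, where their list was lower in the LIP group. On day 2 its sums without TMM factors were 8360.2 ± 362 and 8980.1 ± 845 CPM (two-sided exact permutation test, p = 0.4). Without LIP 90, the median log2 fold change of the list was lower on day 2 as well, at -0.24 (camera adjusted p = 0.0109). Its sums did not fall, as LIP 96 and LIP 97 had 8434 and 8553 CPM without TMM factors, within the CTL range of 7972 to 8687. The TMM factors of day 2 (1.02 to 1.06 in CTL, 0.967 to 0.972 in LIP) would raise the LIP sums relative to that range. GC content and transcript length are argued against as the whole cause, since the day 0 median log2 fold change was -0.70 after the GC correction and -0.70 after the length correction, as before them. The endoplasmic reticulum chaperones were lower as a list (camera p = 0.000658, fry adjusted p = 0.173; two-sided exact permutation test on their sum, p = 0.1), by a median log2 fold change of -0.11. Of these genes, 14 were lower and 5 higher, and 25 of the 86 protein folding genes were higher, so a fall reached these lists as a whole and not each of their genes. A batch that follows the replicate number and the LIP effect cannot be told apart for most libraries, because only the number 94 occurs in both groups on day 0. CTL 94 had 6029 CPM of heat shock genes and LIP 94 had 3441. Cooler cells before lysis could lower heat shock genes and raise Cirbp and Rbm3. Cirbp was higher (adjusted p = 0.00718 in edgeR's quasi-likelihood test), Rbm3 had an adjusted p of 0.266, and without CTL 94 that of Rbm3 was 0.0108, so handling and the effect of LIP cannot be told apart. An effect of the ligatures stays open and was not tested apart from these.

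The list of interferon-stimulated genes was higher on day 2 by a median log2 fold change of 1.38. This is a signal above that of the CTL libraries. The paper reports the response to IFNβ and innate immune terms but does not give this list. Fry gave an adjusted p of 0.207, and no technical explanation was tested for this list. An effect of LIP on the response to stimulation stays open, as do differences between cultures.

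Pancreatic acinar genes had a mean of 23.6 CPM in the LIP group on day 0, a signal above that of the CTL libraries in a list of which the paper names 15 of 34 genes. The mean difference was 7.44 without LIP 93. Of the 34 genes, 21 had 3 or more counts in LIP 93 and 14 in LIP 94, and 13 had them in both. Abundant acinar genes would recur under either explanation, so RNA from pancreatic tissue taken with the spleen and expression by the T cells of LIP 93 and LIP 94 cannot be told apart.

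Xist had at least 2161 CPM in each of the 12 libraries, where the paper's methods state male mice. This is a signal in a gene that the paper does not discuss. Cells of female mice had the values they need, as Ddx3y, Eif2s3y, Uty and Usp9y had 20 counts in all libraries together, against 149619 for their copies on the X chromosome. Reads of the antisense gene Tsix are argued against, since its counts were 0.0731% of those of Xist. A reference without a Y chromosome is argued against too, since 14 of its 1566 Y chromosome genes had counts, 38767 in sum. Kdm5d had 1501 counts, against 24606 for Kdm5c. The labels give no sex, and no biological explanation apart from sex was tested.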

How the results depend on the processing

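No paired analysis was possible because the groups share only the replicate number 94 on day 0 and 97 on day 2.

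On day 0, DESeq2 gave 29 DEGs higher in the LIP group and 174 genes with an adjusted p under 0.05, edgeR's exact test gave 266 such genes and its likelihood ratio test 278. Without the filter on low counts there were 270 DEGs higher, 315 lower and 645 genes with an adjusted p under 0.05. With at least 10 counts in every library there were 8 DEGs higher and 38 lower, and with protein-coding genes only 40 lower, where fewer genes were tested. With all 12 libraries in one fit there were 85 DEGs higher and 12 genes with an adjusted p under 0.05. On day 2, where 0 genes had an adjusted p under 0.05 and 2322 an unadjusted p under 0.05, the number with an adjusted p under 0.05 was 484 with DESeq2, 539 with the exact test, 558 with the likelihood ratio test, 662 without the filter, 1 with at least 10 counts in every library and 775 with all 12 libraries in one fit. Without the filter, day 2 had 470 DEGs higher and 600 lower, and with at least 10 counts in every library 151 lower. For the interaction of group and day, DESeq2 gave 472 genes and the fit without the filter 815. The cause of the differences between tests was not tested.

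Across the 6 fits that each left out 1 library, day 0 had from 47 to 241 DEGs higher, from 77 to 171 lower and from 13 to 658 genes with an adjusted p under 0.05, all highest without CTL 94. Day 2 had from 188 to 479 DEGs higher, from 221 to 564 lower and from 0 to 2014 genes with an adjusted p under 0.05, all highest without LIP 90. Over 12 such fits the interaction had from 1 to 1596 genes. The values were 1 without CTL 88, CTL 89, LIP 92 or LIP 93 of day 0 or CTL 93 of day 2, 3 without LIP 94 of day 0, 4 without LIP 97 of day 2, 15 without CTL 97, 27 without CTL 94 and 1596 without LIP 90. Gene sets with an adjusted p under 0.05 in camera numbered from 17 to 20 on day 0 and from 15 to 26 on day 2. The estimated correlation gave 0 on both days, with 5 and 1 at an unadjusted p under 0.05, and fry gave 2 and 0, with 9 and 11 at an unadjusted p under 0.05. The difference in acinar genes ranged from 7.44 (without LIP 93) to 31.3 (without LIP 92) CPM on day 0, and from -5.74 to -2.75 on day 2.

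Directions of the set tests changed for the DNA damage response on day 0 under fry (median 0.00887) and without the filter (median 0.0174). Among all 51 sets, camera's direction changed in at least 1 of the 6 fits that left out 1 library for 11 sets on day 0 and 13 on day 2. Of the sets whose camera result the text reports, these were the heat shock genes of day 2 (medians of -0.0159 without LIP 96 and 0.0316 without LIP 97, the latter the highest of a range from -0.241) and the apoptotic process on day 2 (0.00864 without LIP 90, up to 0.0384 without LIP 96), where camera's direction need not follow the sign of the median. The sign of the log2 fold change turned for Pdcd1 on day 0 (-0.10 without CTL 89, up to 0.33). Without LIP 90 it also turned on day 2 for Anxa2 (-0.63, up to 0.44 in the other fits), Mt1 (-1.31, up to 1.50) and Ndufaf4 (-0.0818, up to 0.38). The cause was not tested. For the reported sets with all libraries kept, 138 of 185 results held, 43 became weaker and 2 stronger. For named genes, 235 of 343 held, 6 became weaker and 102 stronger. The corrections for GC content and length and the summing of overlapping records, chosen after seeing the data, kept each number of DEGs within 1.5 times.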

Differences from the paper's values

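For day 0, the paper gives 204 DEGs higher in the LIP group, 268 lower and 472 in both directions, where 48, 83 and 131 were found here. For day 2, the paper gives 832 lower and 1062 in both directions, where 293 and 521 were found here. The authors' deposited table for day 2 holds the paper's numbers, and its LIP libraries are numbered 88, 89 and 90, whereas those counted here are 90, 96 and 97. Of the alternatives set before the data were examined, the fit without a filter on low counts came within 1.5 times each of these values, with 270, 315 and 585 on day 0 and 600 and 1070 on day 2. The same fit gave 470 DEGs higher on day 2 where the paper gives 230 and 228 were found with the filter. Without CTL 94, day 0 had 241 higher and 412 in both directions. On day 2 there were 564 lower and 1043 in both directions without LIP 90, with 479 higher, and 750 in both directions without CTL 97. None of the other alternatives came within 1.5 times.

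The paper describes a broader response on day 2 than on day 0. By adjusted p, 60 genes passed on day 0 and 0 on day 2, where 2322 had an unadjusted p under 0.05. Day 2 had more such genes than day 0 with DESeq2 (484 against 174), edgeR's exact test (539 against 266), its likelihood ratio test (558 against 278), no filter (662 against 645) and all 12 libraries in one fit (775 against 12).

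Fig. 5B places Terc among the genes that are higher on day 0, while its 2 gene records together had 16 counts in the LIP libraries and 34 in the CTL libraries. Fig. 6A places Amy1 in the red frame, which its legend gives as upregulated genes and the paper's text as primarily such genes. Amy1 had 4, 2 and 6 counts in the LIP libraries and 8, 14 and 9 in the CTL libraries. In Fig. 5B, Anxa2 is higher on day 2, where its log2 fold change was 0.13 here, and -0.63 without LIP 90.

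The paper lists chromatin remodeling among the lowered processes of day 0, where camera gave an adjusted p of 0.137, and 0.0366 without CTL 94. It lists the regulation of transcription as well (camera adjusted p = 0.167), which passed in Fisher's exact test on genes at an unadjusted p under 0.05 (adjusted p = 0.00134) and in camera without CTL 94 (adjusted p = 0.0494). Among the raised processes of day 0 it lists the regulation of interleukin-1 beta, with a camera adjusted p of 0.386 here and an adjusted p of 0.00635 in Fisher's exact test. T cell homeostasis (camera adjusted p = 0.149) and the DNA damage response (camera adjusted p = 0.926) passed under none of the alternative set tests. In Fisher's exact test on genes at an unadjusted p under 0.05, their adjusted p-values were 0.138 and 0.792. The paper's terms come from its own DEGs, and 341 of its 472 on day 0 had too few counts to be tested here. Its enrichment was therefore not repeated, and these results do not decide it. The paper lists apoptosis among the lowered processes of day 2, where the apoptotic process had a camera adjusted p of 0.745, and an adjusted p of 0.0495 in Fisher's exact test on genes at an unadjusted p under 0.05.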

Other observations

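The tests of Terc, of B cells and of batches for the immediate early genes, for the B cell genes and for LIP 96 and 97 were chosen after the results were seen.

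Other splits of the 6 libraries of a day into 3 and 3 give 10 splits, so no share under 0.1 can be reached and the LIP effect and other groupings cannot be told apart by them. As many DEGs as found on day 0 were given by 2 of the 10 splits, the other being CTL 88, CTL 89 and LIP 92 against the rest (181). As many genes with an adjusted p under 0.05 on day 0 were given by 1 of 10, and as many gene sets by 2 of 10, the other being CTL 88, CTL 94 and LIP 94 against the rest (22). On day 2, as many DEGs were given by 1 of 10 (332 in the next), as many genes with an adjusted p under 0.05 by 10 of 10, since the number was 0 with 2322 at an unadjusted p under 0.05, and as many sets by 3 of 10.

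When genes were chosen on the other libraries, 59.2% of 346 genes had the same direction in the left-out pair CTL 94 and LIP 94 of day 0, and 74.8% of 671 genes in the pair CTL 97 and LIP 97 of day 2. With 1 such pair per day, a batch that follows the replicate number and the LIP effect cannot be told apart.

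Immediate early genes summed to 5311, 4638 and 2918 CPM in CTL 88, 89 and 94 and to 3054, 2564 and 2627 in LIP 92, 93 and 94 (two-sided exact permutation test, p = 0.2; camera adjusted p = 1.11e-14, fry adjusted p = 0.358). CTL 94 lay nearer to the LIP mean for 24 of 28 genes, so that a batch and the LIP effect cannot be told apart.

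On day 2, LIP 96 and LIP 97 lay apart from the other libraries. GC content and transcript length are argued against, since the first component held 48.3% of the variance after the GC correction and 48.2% after the length correction. B cell genes carried 0.0136% of the summed absolute differences, but a list of 16 genes would hold a small share in any case, so B cells stay open. For a batch that follows the replicate number, CTL 97 lay at -18.1 on this component, and 1 library cannot exclude it, so that it and the LIP effect cannot be told apart. B cell genes had 24.2, 25.8 and 72.2 CPM in CTL 92, 93 and 97 and 22.2, 83.0 and 81.0 in LIP 90, 96 and 97 (two-sided exact permutation test, p = 0.4), and the value of CTL 97 (72.2) leaves a batch open in the same way.

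Terc is counted in 2 overlapping records. One had 0 counts in each CTL library and 6, 5 and 5 in LIP 92, 93 and 94, and the other 9, 10 and 15 in CTL 88, 89 and 94 and 0 in each LIP library. Reads split between the records had the values it needs, as the sum was 16 in the LIP and 34 in the CTL libraries (two-sided exact permutation test, p = 0.1). Summing all overlapping records left 129 DEGs on day 0, which argues against such records as the cause of the other DEGs.

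The log2 fold changes of day 2 had a correlation of 0.533 with those of the authors' deposited table over 14041 genes. Simulated libraries without a LIP effect that share the CTL libraries and 1 LIP library gave a median of 0.668 (0.651 to 0.674 in 20 simulations). The observed value lies below all of these. However, the simulation gave the libraries of both groups the same spread. On day 2 the chi-square per gene ranged from 11.9 to 48.4 between LIP libraries and from 8.35 to 12.1 between CTL libraries. The simulation therefore cannot say what sharing alone predicts, and the correlation is no evidence for or against a shared LIP effect.

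For genes that the study measures by other assays, Ifnb1 had 0 counts in every library, Il1b and Il6 had 0 on day 0, and on day 2 Il1b had 0, 0 and 2 counts in CTL 92, 93 and 97 and 1, 4 and 2 in LIP 90, 96 and 97, and Il6 0, 2 and 5 against 1, 17 and 8. Spp1 had 33, 27 and 20 against 32, 2 and 4 counts on day 2. Il2 had 57.2 ± 6.33 against 20.5 ± 17.9 CPM, a log2 fold change of -1.47 (adjusted p = 0.240 in edgeR's quasi-likelihood test; from 0.00230 without LIP 90 to 0.586 over the fits that left out 1 library). Tnfsf8 had a log2 fold change of 0.18 on day 0 (adjusted p = 0.402) and 0.61 on day 2 (adjusted p = 0.175; 0.0151 to 0.554, lowest without LIP 90). Pdcd1 had 0.16 on day 0 (adjusted p = 0.793), -0.10 without CTL 89, and -0.45 on day 2 (adjusted p = 0.332; 0.0152 to 0.694, lowest without LIP 90). Klrg1 had 0.86 on day 0 (adjusted p = 0.246). Cx3cr1 had 15, 4 and 7 against 1, 9 and 2 counts on day 2.

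Regulatory T cell genes summed to 563 ± 102 CPM in the CTL and 710.3 ± 34.8 in the LIP libraries on day 0 (two-sided exact permutation test, p = 0.1; camera adjusted p = 0.00881, 0.210 without CTL 89 and 0.0554 without LIP 94), and to 2595 ± 339 and 2488 ± 101 on day 2 (p = 0.6, same exact test). Naive T cell genes summed to 6602 ± 504 and 6295.0 ± 229.7 on day 0 (exact p = 0.5). In camera, 10 of these 12 genes were lower on day 0 (adjusted p = 0.00942, 0.203 without CTL 89, 0.0825 without LIP 93 and 0.0532 without LIP 94), and the fry adjusted p was 0.386. They summed to 4454 ± 155 and 4233 ± 424 on day 2 (exact p = 0.7). Myeloid genes summed to 35.8 ± 11.0 and 39.1 ± 5.13 on day 0 (exact p = 0.7) and 49.7 ± 2.50 and 45.3 ± 8.73 on day 2 (exact p = 0.7). Erythroid genes summed to 5.15 ± 1.15 and 4.37 ± 0.793 on day 0 (exact p = 0.4) and 1.36 ± 0.706 and 1.28 ± 0.320 on day 2 (exact p = 0.8). B cell genes of day 0 summed to 142 ± 14.9 and 137 ± 14.2 (exact p = 0.7). Endoplasmic reticulum chaperones summed to 5132 ± 48.6 and 4766 ± 903 on day 2 (exact p = 0.7), and immediate early genes to 3159.8 ± 313 and 3312 ± 285 (exact p = 0.6).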
